# Mining Gene Expression Data for Pollutants (Dioxin, Toluene, Formaldehyde) and Low Dose of Gamma-Irradiation

**DOI:** 10.1371/journal.pone.0086051

**Published:** 2014-01-24

**Authors:** Alexey Moskalev, Mikhail Shaposhnikov, Anastasia Snezhkina, Valeria Kogan, Ekaterina Plyusnina, Darya Peregudova, Nataliya Melnikova, Leonid Uroshlev, Sergey Mylnikov, Alexey Dmitriev, Sergey Plusnin, Peter Fedichev, Anna Kudryavtseva

## Abstract

General and specific effects of molecular genetic responses to adverse environmental factors are not well understood. This study examines genome-wide gene expression profiles of *Drosophila melanogaster* in response to ionizing radiation, formaldehyde, toluene, and 2,3,7,8-tetrachlorodibenzo-p-dioxin. We performed RNA-seq analysis on 25,415 transcripts to measure the change in gene expression in males and females separately. An analysis of the genes unique to each treatment yielded a list of genes as a gene expression signature. In the case of radiation exposure, both sexes exhibited a reproducible increase in their expression of the transcription factors *sugarbabe* and *tramtrack*. The influence of dioxin up-regulated metabolic genes, such as *anachronism*, *CG16727,* and several genes with unknown function. Toluene activated a gene involved in the response to the toxins, *Cyp12d1-p*; the transcription factor *Fer3*’s gene; the metabolic genes *CG2065, CG30427,* and *CG34447*; and the genes *Spn28Da* and *Spn3*, which are responsible for reproduction and immunity. All significantly differentially expressed genes, including those shared among the stressors, can be divided into gene groups using Gene Ontology Biological Process identifiers. These gene groups are related to defense response, biological regulation, the cell cycle, metabolic process, and circadian rhythms. KEGG molecular pathway analysis revealed alteration of the Notch signaling pathway, TGF-beta signaling pathway, proteasome, basal transcription factors, nucleotide excision repair, Jak-STAT signaling pathway, circadian rhythm, Hippo signaling pathway, mTOR signaling pathway, ribosome, mismatch repair, RNA polymerase, mRNA surveillance pathway, Hedgehog signaling pathway, and DNA replication genes. Females and, to a lesser extent, males actively metabolize xenobiotics by the action of cytochrome P450 when under the influence of dioxin and toluene. Finally, in this work we obtained gene expression signatures pollutants (dioxin, toluene), low dose of gamma-irradiation and common molecular pathways for different kind of stressors.

## Introduction

Organisms are constantly exposed to the influence of adverse environmental factors. Among the most common adverse influences are formaldehyde, toluene, dioxins and low dose of ionizing radiation. Exposure to ionizing radiation in low doses (20 cGy or less) causes stochastic effects [1] and often leads to harmful long-term consequences in humans (e.g., leukemia) [2]. Formaldehyde is one of the most reactive pollutants, and has a wide range of household (wood-based panels, flooring materials, paper products, etc.) and industrial (as a feedstock for numerous industrial processes) sources [3], [4]. Acute and chronic exposure to formaldehyde has many health effects, such as allergies, neurotoxicity, pulmonary function damage, hematotoxicity, reproductive toxicity, genotoxicity, carcinogenesis, etc. [4]. Dioxins are persistent organic pollutants that are emitted from the incineration of solid waste and polyvinyl chloride, combustion of wood, automobile emissions, etc. [5] and accumulated in soil and water and are able to be accumulated in the human body [6]. They are the most potent synthetic poisons, being effective even at trace concentrations [5]. Toluene is an ingredient in organic solvents and dyes, and comes into contact with inhaled air. Toluene is an irritant capable of affecting the central nervous system and causing metabolic acidosis [7], [8]. Even at low concentrations, toluene causes oxidative stress and genotoxicity [9].

In recent years, dozens of papers have been published studying the expression of various genes under the action of dioxins [10], formaldehyde [11], [12], toluene [13], and ionizing radiation [14]. In this work, we compare the transcriptional signatures of four adverse factors in order to show exposure and sex-specific effects, based on our own experimental data. We investigate which cell response mechanisms induced by the pollutants are common to the different factors. This will expand our understanding of stress response mechanisms, which play an important role in the pathogenesis of many diseases and in aging processes. In high doses (dioxin, toluene and formaldehyde in our experiment), adverse effects (damage to DNA, proteins, and lipids) accumulate in the tissues in a deterministic manner that depends linearly on the dose. The mechanisms of the low-dose irradiation effects are the most obscure stress response mechanisms. In low doses the effects are stochastic, non-linear, and depend mainly on the efficiency of the stress response’s protective mechanisms, such as anti-radical protection, DNA repair, and detoxification of xenobiotics [15]. Any differences in the pattern of gene expression that depend on the influencing factors can be used to biosense each of the pollutants in low doses, providing a deeper understanding of their mechanisms of action and identifying both the similarities and differences in their action. For example, this sort of transcriptional signature identification has been performed for most drugs [16].

In this study, we use a systems approach to analyze the effects of formaldehyde, toluene, dioxin and low doses of ionizing gamma-irradiation on the expression of 25,415 transcripts obtained by RNA-seq analysis in adult wild-type (*Canton-S*) *Drosophila* males and females. Functional analysis identified exposure-specific genes and biological processes, and the overall effects reflect a non-specific stress response. We also observed that the sex-specific differences in the transcriptome are more pronounced than the effects on expression caused by the above-mentioned stressors.

## Materials and Methods

### *Drosophila Melanogaster* Strains

In our experiments, we used laboratory wild-type (*Canton-S*) males and females. The line was obtained from the collection at the Bloomington Drosophila Stock Center at Indiana University (Bloomington, USA).

### Flies Maintenance Conditions

The control- and experimental flies were maintained in the dark at T 25±0.5°C on a sugar-yeast medium containing 7 g of agar, 30 g of sugar, 8 g of dry yeast, 30 g of semolina, 4 ml of propionic acid, and 1 liter of water. Males and females were kept separately at densities of 20 flies of the same sex and age per 120 mL vial.

### Treatment by Ecotoxicants

For analyzes of the expression profiles the 5-day-old flies were used for each control- and experimental variants. For each variant 2 biological replicates were pooled. Number of flies for each control- and experimental variants in 2 biological replicates were 40.

Experimental flies were exposed to gamma-irradiation from ^226^Ra source with the dose rate of 36 mGy/h. The exposure time was 5 h 34 min; the absorbed dose –20 cGy. The dose of 20 cGy is the upper limit of low dose range of low-LET radiation [1]. The irradiation of *Drosophila* in doses of 40–60 cGy is known to induce the hormetic effect on the lifespan [17], [18].

In order to investigate the effect of 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) on gene expression profile, TCDD (Ekokhim, Russia), which was dissolved in toluene as solvent, was compounded with growth medium. Flies were incubated on growth medium with 0.822 µM/L TCDD for 3 days.

As toluene was a solvent for TCDD, we fed flies an equivalent amount (50 mM/L) of toluene (Sigma-Aldrich, USA) in growth medium as vehicle control for TCDD. Flies were incubated on growth medium with toluene for 3 days. To exclude specific influence of fresh media on gene expression it was changed in all control- and experimental variants simultaneously.

For treatment in the vapor of a 7% formaldehyde solution, flies were placed in a specially designed vial for 24 hours. The formaldehyde solution was produced using formalin (Panreac Química SLU, Spain) by diluting to the desired distillate concentration.

The concentrations and treatment conditions for the pollutants were adopted from the studies assessing the toxic effects of toluene [19] and formaldehyde [20] in *Drosophila*. The concentration of TCDD dependent of its content in toluene, and was about 20 times lower that TCDD concentration in *Drosophila* studies performed by other authors [21]. The used concentrations of pollutants demonstrated the low toxicity in *Drosophila*. However were much higher than maximum allowable concentrations (MAC). For example, according the Federal Drinking Water Standards the MAC for TCDD and toluene are 0.931×10^−7^ µM/L (3×10^−5^ µg/L) and 10.85 µM/L (1×10^3^ µg/L), respectively [22]. Thus the used concentrations of TCDD in 1×10^7^ and toluene – in 4.6×10^3^ times exceeded the MAC. According to the Occupational Safety and Health Administration, permissible exposure limits for occupational formaldehyde exposure are 0.75 ppm at or below an 8-hour time-weighted average and the short-term exposure limit of 2 ppm [23]. However we did not estimate the concentration of formaldehyde inside the vial.

The data from literature suggest that several hours of exposure is sufficient for the induction of changes in gene expression [24]. At the same time, the extra time after exposure can lead to the effects of unaccounted factors. The flies in the control- and experimental groups were fixed in liquid nitrogen immediately after treatment.

### RNA Isolation

Total RNA was extracted from 10 *Drosophila* images with ZR RNA MiniPrep™ (Zymo Research, USA) per the manufacturer’s instructions. The RNA quantity was determined using a Qubit® 2.0 Fluorometer (Invitrogen, USA) and the RNA integrity (RNA Integrity Score ≥8) was determined using an Agilent 2100 Bioanalyzer (Agilent, USA) per each manufacturer’s instructions.

### mRNA Library Preparation

To prepare samples for the mRNA sequencing libraries, we used the Illumina TruSeq™ RNA Sample Preparation Kit (Low-Throughput protocol) [25].

### Purification and Fragmentation of mRNA

In summary, 2.5–3.5 µg of total RNA from each sample of *Drosophila* was used to purify the poly-A containing mRNA molecules by poly-T oligo-attached magnetic beads, with two rounds of purification. During the second elution of poly-A RNA, the RNA was also fragmented and primed for cDNA synthesis according to the manufacturer’s protocol.

### cDNA Synthesis

The fragmented mRNA samples were subjected to cDNA synthesis according to the manufacturer’s protocol. Briefly, cDNA was synthesized from fragmented RNA using a SuperScript Double-Stranded cDNA Synthesis kit (Invitrogen, USA). The cDNA was then converted into double-stranded (ds) cDNA using the reagents supplied in the kit. Ampure XP beads were used to separate ds cDNA from the second-strand reaction mix.

### Preparation of cDNA Library

The double-stranded cDNA was subjected to library preparation using the Illumina TruSeq™ RNA sample preparation kit (Low-Throughput protocol) according to the manufacturer’s protocol. The ds cDNA was blunt-ended through an end-repair reaction. Next, a single ‘A’ nucleotide was added to the 3′ ends of the blunt fragments to prevent them from ligating to one another during the adapter ligation reaction. The multiple indexing adapters contain a single ‘T’ nucleotide on the 3′ end that provides a complementary overhang for ligating the adapter to the fragment. The cDNA fragments were then ligated to specific RNA Adapter Indexes supplied in the kit. The In-Line Control DNA was added to each enzymatic reaction. The controls contain ds DNA fragments designed to indicate the success or failure of specific enzymatic activity used in the library preparation process.

### DNA Fragment Enrichment

To selectively enrich DNA fragments with adapter molecules on both ends and to amplify the amount of DNA in the library, the PCR process was used according to the manufacturer’s protocol (15 cycles). All of the libraries were processed manually.

### Library Validation

The quantity of libraries was determined using a qPCR method on a AB 7500 Real-Time PCR System (Life Technologies, USA) according to the manufacturer’s protocol (Sequencing Library qPCR Quantification Guide) [25]. The primers matched sequences within adapters flanking an Illumina sequencing library. Before starting qPCR, a control template was selected to measure the libraries for quantification. The control template was a library with a known quantification (2 nM), template size (300 bp) and library type (transcriptome). The quality of libraries was determined on an Agilent 2100 Bioanalyzer (Agilent, USA) per the manufacturer’s instructions. The size and purity of the samples were checked. The final product was a band at approximately 260 bp.

### Transcriptome Sequence Assembly and Annotation

For sequencing and data analysis, cDNA libraries resulting from male *Drosophila* were combined in equal concentrations into a single pool and cDNA libraries resulting from female *Drosophila* were combined in equal concentrations into another pool. Each pool was sequenced in two lanes of the HiSeq™ 2000 sequencing platform (Illumina, Inc.) during the same sequencing run for a side-by-side comparison (100 bp single reads).

Image data output from the sequencing device were transformed into raw reads and stored in the FASTQ format. These data were filtered to remove raw reads that included the adapter sequence or which were of low quality. The transcriptome was assembled using Novoalign software and we used Berkeley Drosophila Genome Project (BDGP) assembly, release 5 (April 2006) as a reference. The number of reads per transcript was counted by the coverageBed application. Each of the libraries yielded approximately 50 million or more high-quality filtered sequences.

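The tables analysed here hold mean normalized reads per transcript and group, without read totals, so the depth of each library is not known from them. In the control groups, the lowest mean among listed transcripts was 0.0400 normalized reads in males, in the list for dioxin, and 0.0633 in females, and the highest was 237014, in the list for toluene-treated females. The median control mean of the listed transcripts was 67.2 normalized reads for irradiated females, 201 for toluene-treated females, 223 for dioxin-treated females and 639 for irradiated males. Transcripts with fewer than 10 mean normalized reads in both the treated and the control group made up 678 of the 3416 listed after toluene in females, 302 of 2163 after dioxin in females, 239 of 926 after irradiation in females, and 1 of 559 after irradiation in males. None of the transcripts listed after formaldehyde was that low. For the low transcripts, a difference of a few reads gives a large fold change.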

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE50377 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50377).

### Bioinformatics Analysis of Transcriptome Sequence Data

Most of the data analysis procedures were performed in the statistical programming environment R (version 3.1). We used the R package DESeq [26] to conduct comparisons of the genes for all experimental groups, using principal component analysis. PCA is the method of clustering of variance stabilized data to get sample-to-sample distances. It helps to overview over similarities and dissimilarities between samples. PCA was performed to group samples on the basis of their inter-varietal and inter-sex differences in the transcriptomes for 500 top (in order of decreasing of number of reads) most expressed genes in each sample. The values of the variables were standardized by subtracting their means and dividing by their standard deviation. Plot of the first two principal components (PCA1 and PCA2) is useful for visualizing the overall effect of experimental covariates.

We identified differentially expressed genes by comparing all treated groups with an intact control in the R package DSS [27] at False Discovery Rate control (FDR) <0.05 [28]. 

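The deposited tables list 9608 transcript entries over the 8 comparisons, all with a false discovery rate below 0.05 as DSS computed it. The Wald p of each entry lies in the same tables. In 2724 entries the unadjusted p was above 0.05, and these came from 4 tables: 1996 of the 3416 transcripts listed after toluene in females (58.4%), 482 of 2163 after dioxin in females (22.3%), 175 of the transcripts (12.7%) after toluene in males and 71 of 1071 after dioxin in males. The largest listed p was 0.172 for transcripts up-regulated by toluene in females, by the authors' test, and 7.3e-06 for transcripts up-regulated by irradiation in males. The deposited false discovery rate was smaller than the p itself in 77.1% of the entries. When the p values were ranked within each table over the 25415 transcripts and adjusted by the Benjamini-Hochberg procedure, an adjusted p below 0.05 was left for 70 transcripts after toluene in females, 182 after dioxin in females, 110 after irradiation in females, 392 after toluene in males, 74 after dioxin in males and 455 after irradiation in males. All 16 transcripts listed after formaldehyde in females and 14 of the 74 in males also passed that adjustment. All 201 up-regulated transcripts of irradiated males passed as well. Where a whole list passed, unlisted transcripts could pass too, so these counts are minima.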

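Rows of Table S1 that can be read in full were matched by transcript identifier to the tables analysed here. All 559 rows for irradiated males and all 926 rows for irradiated females were found with the same log fold change, and so were the 942 readable rows of the 1071 for dioxin-treated males. Each row gives the mean normalized reads of the treated and the control group, the natural logarithm of their ratio after 0.5 was added to each, the Wald statistic with its p, and 2 kinds of false discovery rate. The transcripts are named by FlyBase identifiers. Of the listed identifiers, between 81.25% and 91.8% per table matched a transcript of the BDGP6 annotation, from which gene symbols and positions were taken.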

Significant gene lists (with p-values, FDRs and log fold changes) are attached as an Excel Table S1. We analyzed the overlap of lists of differentially expressed genes for different exotoxicants using the R package VennDiagram [29]. The list of overlapped genes and their functions is presented in Table S2 (genes common to the three or more impacts are in bold).

To analyze the functions of genes, we used “gene ontology” (GO) devoted to unifying the attributes of genes and gene products of all species [30]. A GO identifier was obtained using the R package biomaRt [31], [32]. We analyzed and compared impacts using biological process (BP-GO) annotations in the R package GeneAnswers, based on the Hypergeometric test [33].

In addition to the BP-GO analysis, comparisons were made using KEGG analysis for different exposures. KEGG is a source of annotations of molecular pathways for particular genes, provided by the Kyoto Encyclopedia of Genes and Genomes (www.genome.jp/kegg). For KEGG analysis, we selected the top 100 differently expressed genes (in order of increasing of false discovery rate, FDR<0.05) in flies under the four different stressors in comparison with the control. We divided top-lists of differentially expressed genes into pathways, using KEGG Mapper tool (http://www.kegg.jp/kegg/tool/map_pathway1.html). (Table S3). The table shows the number of genes included in each of the pathways and lists of these genes before enrichment. Each top-list was clustered based on the distance between genes and then enriched with the other fly genes included in the clusters. The distance between genes was calculated using the string-db.org database. The new list of genes was clustered using KEGG-mapper and finally a list of pathways was obtained. Each pathway was assigned an enrichment-score, which was calculated as the ratio of the number of genes from the list included in the pathway to the number of genes in every pathway. We consider a score reliable if it was not less than 0.5.

### qPCR Verification of RNA-Seq Results

qPCR was performed with the primers and probes listed in Table 1 using a 7500 Real-Time PCR System (Applied Biosystems, USA) by the following program: 95°C, 10 min; 40 cycles of 95°C, 10 s; 60°C, 60 s. Each reaction was repeated three times. The nucleotide sequences of the amplicons were verified by sequencing in 3730 DNA Analyzer automated sequencer (Applied Biosystems, USA). QPCR data were analyzed using four reference genes *RpL32*, *Actin*, *EF1alpha* [34] and *betaTub* [35] and the relative quantification or ΔΔCt-method [36]. Relative mRNA level was calculated by the following formula:
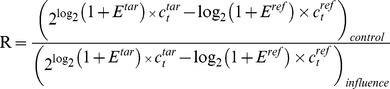
where *E* – efficiency of reaction, Ct – threshold cycle, ref – reference gene, tar – target gene. All efficiencies were more than 90%. All calculations performed using our program ATG (Analysis of Transcription of Genes) [37], [38], compatible with Relative Quantification (RQ) software (Applied Biosystems, USA). At least 1.5-fold mRNA level changes were considered as significant because of reference genes mRNA level variability.

**Table 1:** Primers and probes for qPCR analysis.

Gene	Primers	Probe*
*sug*	F: CAAGACCTTCAAGCACAGCA	20
	R: GTACGCTGGGCAGAGTGAG	
*ttk*	F: CGCGCTGAGTTGTGAAAAT	38
	R: CGCAGTTGTTAAACCGAAATTA	
*ana*	F: ACTTGCGACCAGGCAGAC	56
	R: CTTAAACGGTTCTGTTCGGTAAA	
*CG16727*	F: CCGAAACGCTTCACAAAAA	27
	R: CTCATGCTCGGTCAGACTTTC	
*Cyp12d1-p*	F: AAATCAGGATGCACTGGAAAA	67
	R: CTCATAATCACCGCCACCTT	
*Fer3*	F: CCGGATGTTCCATTCCAG	70
	R: GAGCGCTGCCACAGAGAC	
*CG2065*	F: GCTGCTGGACGTATTGAAGA	64
	R: GTTTTAATGAAACCTTGGGTGTG	
*CG34447*	F: CGACTGTTTGGCTACCTTTGT	25
	R: CAATATCGGGTTGGCACTG	

Note: F – forward primer; R – reverse primer; * – probe number from UPL (Universal Probe Library, Roche, Switzerland).

## Results

Principal Component Analysis (PCA) algorithm reduces the dimensionality of such complex data as gene expression retaining most of the data set variation. Such reduction is achieved by identifying directions of the maximal variation between data. These directions - principal components - are further used for studied samples comparative analysis. The first principal component is the direction of the largest variation between samples. The variation, which is not correlated with this component, is used for revealing the next level principal component. The important feature of each gene expression dataset is the number of principal components explaining the sample variation. A comparison of the expression of the genes, based on principal component analysis, showed good agreement between the data for both sexes and replicates, except for one of the groups of formaldehyde exposure in males. 

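There are no values per replicate, so spread was read indirectly, from the standard error of each difference that the Wald statistic implies. The methods state that replicates were pooled, so this error may not measure the distance between replicates. For the 27 transcripts listed in males after both formaldehyde and toluene, this error, relative to the control mean, was larger for formaldehyde in 22, with a median ratio of 1.24. It was larger in 19 of the 24 transcripts shared with irradiation (median ratio 1.15) and in 18 of the 20 shared with dioxin (median ratio 1.21). In females, the error was larger for formaldehyde in 6 of the 7 transcripts shared with dioxin (median ratio 1.17) and in 2 of the 6 shared with toluene (median ratio 0.568). From its principal component analysis, the paper reports that sexes and replicates agreed well, apart from 1 group of formaldehyde-treated males (Figure 1).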

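For transcripts listed in both sexes after one treatment, the difference between control males and control females was set beside the change after the treatment, as the median absolute natural-log ratio. Over the 376 transcripts listed after toluene, the sexes differed by 1.14, against 0.371 for toluene in males and 0.578 for toluene in females. The sex difference was larger than both treatment effects in 77.1% of these transcripts. Over the 126 transcripts listed after dioxin, the values were 0.771 for sex, 0.424 for dioxin in males and 0.618 in females, and sex was larger than both effects in 60.3%. Irradiation gave 63 transcripts with 0.892 for sex, 0.773 in males and 0.620 in females, and here sex was larger than both in 54.0%. No replicate values stand behind these medians, and no test was made. Male and female tables were normalized separately; after the sex ratios were centred on their median, an alternative chosen after seeing the data, the sex difference was 0.690 for irradiation, below the 0.773 of the effect in males. Transcripts that did not change in one of the sexes are not in these medians. From the positions of the groups in its principal component plot, the paper concludes that the stressors shifted the transcriptome less than sex did.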

Interestingly, the effects of stressors on transcriptome relative to the control were less pronounced than the differences between males (left part of Figure 1) and females (right part of Figure 1).

**Figure 1:**
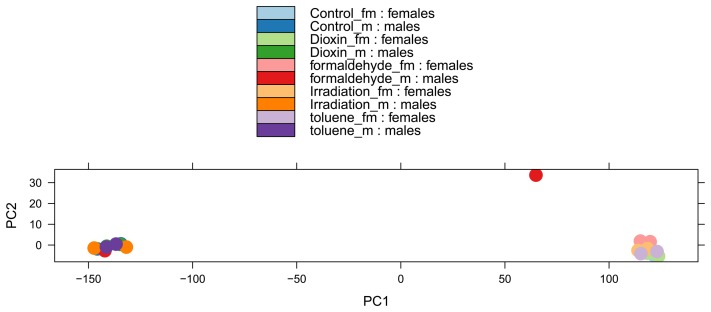
Principal components biplot on variance stabilized data, color-coded by condition-sex. PCA scores plot obtained from analysis of gene expression profiles. Proportion of the variance explained is 97.1% for PC1 and 1.1% for PC2.

The significantly differentially expressed transcripts were as follows. 

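The data behind the counts are 8 tables of differentially expressed transcripts, one for each of 4 treatments in males and in females. Flies were 5 days old and 40 were taken per variant. They were irradiated at 36 mGy per h to 20 cGy, or kept for 3 days on dioxin at 0.822 µM in 50 mM toluene. Other flies were kept for 3 days on 50 mM toluene, or for 24 h in vapor of a 7% formaldehyde solution. Untreated flies of each sex were the control. The methods state that the 2 biological replicates of each variant were pooled. The authors aligned the reads to BDGP release 5, counted them per transcript, and compared each treated group with the control of the same sex by the Wald test of DSS. A table gives the mean normalized reads of the treated and control group, their natural-log fold change, the Wald statistic and p, and the false discovery rate, cut at 0.05. It gives no counts per replicate, so error enters only through the Wald statistic. As replicates were pooled by the methods, this error may not measure the spread between biological replicates. The standard error of a difference printed beside a gene is the difference of the means divided by the Wald statistic. Transcripts outside the lists have no values. The sample titles call the toluene table with 3416 rows male, whereas the sheets of Table S1 and the gene lists of Table S2 give the shorter toluene table to males. The paper's lists were followed: of the 345 genes that Table S2 gives only for toluene males, the shorter table held 246 and the longer 11, and of the 810 given only for toluene females, the longer held 576 and the shorter 6. Here a transcript counts as up-regulated when its mean is higher in the treated group. Where a gene had several listed transcripts, the one with the smallest false discovery rate was used. Gene positions are from the BDGP6 annotation, matched by transcript identifier.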

In males after irradiation, 122 were up-regulated and 258 were down-regulated. 

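The table for irradiated males lists 201 up-regulated and 358 down-regulated transcripts. By gene symbol, these were 112 genes up and 255 down, with 18 up-regulated and 28 down-regulated transcripts that matched no gene of the annotation. The most positive Wald statistic, 7.66, belonged to Hsp83 (3L, 3192969 to 3197059), a heat shock protein gene, with 31070 mean normalized reads after irradiation and 12800 in controls (standard error of the difference 2385, FDR 2.3e-06). The most negative, -10.95, belonged to Gnmt (3R, 12674608 to 12676084), with 2768 normalized reads after irradiation and 13481 in controls (standard error 978, FDR 2.1e-18). Counting by the local false discovery rate in the same table left the fewest up-regulated transcripts, 58, with 210 down-regulated.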

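In irradiated females, 528 transcripts were listed as up-regulated and 398 as down-regulated, or 370 and 290 genes. Pepck1 (2R, 18536767 to 18539416) had the most positive Wald statistic, 9.22, and rose from 2688 to 8592 mean normalized reads (standard error of the difference 640, FDR 8.1e-37). CG10910 (2R, 18020268 to 18022406) had the most negative, -9.29, and went from 3982 to 1216 normalized reads (standard error 298, FDR 8.7e-38). Both means were below 10 normalized reads in 239 of the 926 transcripts. With the Benjamini-Hochberg adjustment in place of the deposited false discovery rate, 49 up-regulated and 61 down-regulated transcripts remained.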

In females after irradiation, 410 were up-regulated and 323 were down-regulated. 

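After dioxin, the table for males holds 524 up-regulated and 547 down-regulated transcripts, which fall on 252 up-regulated and 408 down-regulated genes. The most negative Wald statistic, -9.54, was that of MtnE (3R, 20534021 to 20534704), a metallothionein gene. It had 50.0 mean normalized reads against 252 in controls (standard error of the difference 21.2, FDR 3.7e-36). Among matched genes, Hsp83 had the most positive Wald statistic, 5.22, and rose from 8816 to 15404 normalized reads (standard error 1261, FDR 4.1e-08). The median listed change was 1.48-fold. The Benjamini-Hochberg adjustment moved these counts most, to 44 up-regulated and 30 down-regulated.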

In males after dioxin, 289 were up-regulated and 442 were down-regulated. 

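Dioxin-treated females had 1513 up-regulated and 650 down-regulated transcripts in the deposited table, on 952 and 393 genes. Among matched genes the most positive Wald statistic, 10.98, was that of TotA (3R, 20871036 to 20871700), a stress-induced gene of the Turandot family, which rose from 41.3 to 457 mean normalized reads (standard error of the difference 37.9, FDR 1.7e-65). The most negative, -8.08, was that of deltaTry (2R, 11355319 to 11356128), a trypsin gene that went from 503 to 175 normalized reads (standard error 40.6, FDR 4.3e-31). In 482 transcripts the unadjusted p was above 0.05. Only 137 up-regulated and 45 down-regulated transcripts had a Benjamini-Hochberg adjusted p below 0.05.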

In females after dioxin, 1038 were up-regulated and 441 were down-regulated. In males after toluene, 257 were up-regulated and 737 were down-regulated. 

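The toluene table that the paper's lists assign to males holds 417 up-regulated and 966 down-regulated transcripts, on 225 and 697 genes. CG6908 (3R, 11688381 to 11690051) had the most positive Wald statistic, 6.52, with 5187 mean normalized reads against 1763 in controls (standard error of the difference 525, FDR 1.1e-10). MtnD (3R, 20534962 to 20535301), a metallothionein gene, had the most negative, -7.91, with 116 normalized reads against 327 (standard error 26.7, FDR 9.3e-22). If the sexes were taken from the sample titles, the counts for males would be 1456 up-regulated and 1960 down-regulated.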

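The longer toluene table, that of females by the paper's lists, holds 1456 up-regulated and 1960 down-regulated transcripts, on 929 and 1061 genes. Nepl10 (2R, 12471915 to 12474021), a gene of the neprilysin-like family, had the most positive Wald statistic, 6.50, and rose from 53.4 to 149 mean normalized reads (standard error of the difference 14.7, FDR 2.6e-30). CG3323 (X, 5302988 to 5305691) had the most negative, -6.75, and went from 177 to 69.1 normalized reads (standard error 16.0, FDR 2.6e-30). In 58.4% of the listed transcripts the unadjusted p was above 0.05. After Benjamini-Hochberg adjustment 52 up-regulated and 18 down-regulated transcripts remained, the largest relative drop of any table.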

In females after toluene, 1003 were up-regulated and 1188 were down-regulated. In males after formaldehyde, 6 were up-regulated and 51 were down-regulated. 

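After formaldehyde, 9 up-regulated and 65 down-regulated transcripts were listed in males, on 4 and 47 genes. The up-regulated genes were bru1, Imp, Sclp and Odc1. Imp (X, 10787869 to 10824277) was listed with 5 transcripts, the strongest of which rose from 634 to 1073 mean normalized reads (standard error of the difference 95.5, FDR 0.00083). The most negative Wald statistic, -5.33, was that of NijB (3L, 18892383 to 18893278), which went from 539 to 277 normalized reads (standard error 49.1, FDR 3.1e-05). Under the Benjamini-Hochberg adjustment the counts dropped to 2 up-regulated and 12 down-regulated transcripts.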

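In females, formaldehyde gave the shortest list, with 4 up-regulated and 12 down-regulated transcripts on 4 and 7 genes; 3 of the down-regulated transcripts matched no gene of the annotation. CG18417 (3L, 7400070 to 7401671) had the most positive Wald statistic, 6.48, with 321 mean normalized reads against 108 in controls (standard error of the difference 32.8, FDR 0.00082). Npc2e (3R, 10053332 to 10054348), of a family of sterol-binding proteins, had the most negative, -5.85, with 646 normalized reads against 1950 (standard error 223, FDR 0.00082). Only 1 up-regulated and 5 down-regulated transcripts had a false discovery rate below 0.01.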

In females after formaldehyde, 4 were up-regulated and 8 were down-regulated. The largest number of genes was altered in both males and females by the action of dioxin and toluene. 

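Counted over both directions in the deposited tables, toluene changed 3416 transcripts in females and dioxin 2163, against 926 for irradiation and 16 for formaldehyde. In males the totals were 1071 for dioxin and 559 for irradiation, with more for toluene (966 down-regulated and 417 up-regulated) and 74 for formaldehyde. Under the other cuts examined, toluene stayed first and dioxin next in each sex, and only the Benjamini-Hochberg adjustment changed the order. By the Benjamini-Hochberg adjustment, irradiation had the most transcripts in males (455), followed by toluene (392) and dioxin (74), while in females dioxin came first with 182, then irradiation with 110 and toluene with 70. The median listed change was smaller for dioxin and toluene (1.48-fold for both in males, 1.58-fold and 1.52-fold in females) than for irradiation (1.87-fold in males and 1.91-fold in females). The lists end at unlike p by the authors' Wald test, so these medians may reflect the cut as well as the treatment. For up-regulated transcripts the largest p was 7.3e-06 in irradiated males and 0.172 in toluene-treated females by that test. From the totals at the deposited false discovery rate, the paper concludes that dioxin and toluene altered the most genes.

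**Figure D1:**
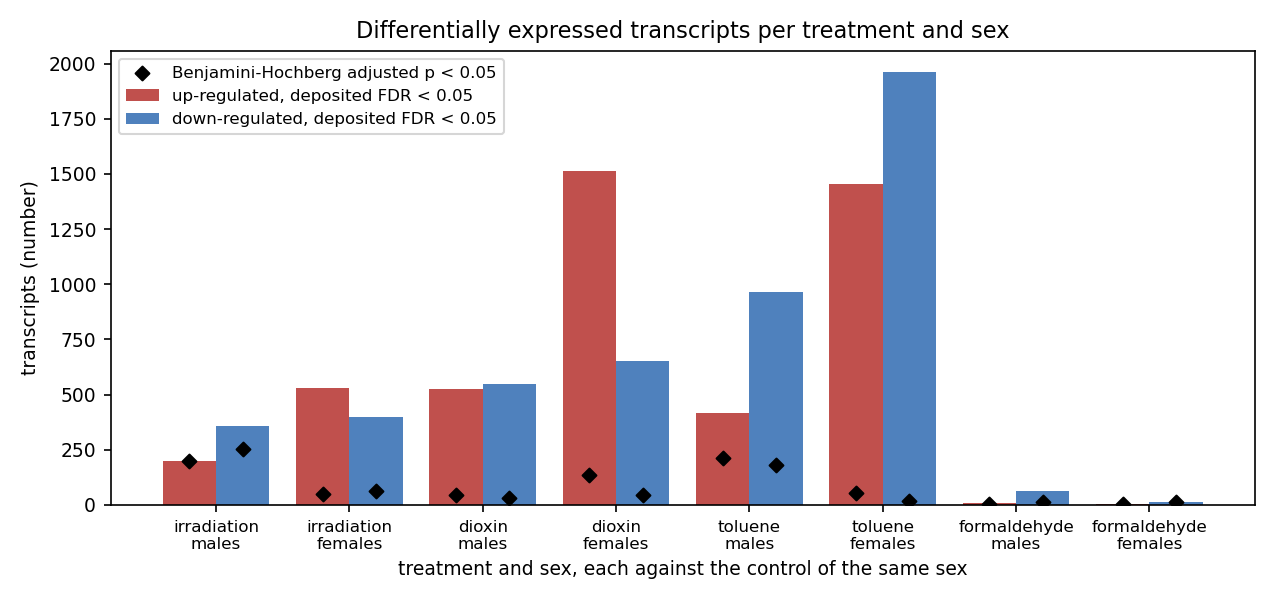
Number of up-regulated (red) and down-regulated (blue) transcripts per treatment and sex at the deposited FDR below 0.05, with black diamonds for those with a Benjamini-Hochberg adjusted p below 0.05. The bars reach 1960 for transcripts down-regulated by toluene in females, where the diamond stands at 18. In irradiated males the bar and the diamond for up-regulation coincide at 201, a minimum, since every listed transcript passed. The diamonds of formaldehyde-treated females are minima for the same reason.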

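The formaldehyde lists held 74 transcripts in males and 16 in females, 0.291% and 0.063% of the 25415 transcripts, against 2.20% and 3.64% for irradiation. The transcripts on these lists changed by a median of 1.94-fold in males and 2.83-fold in females. Of the 65 down-regulated transcripts of males, 32 had a false discovery rate below 0.01, and formaldehyde still had the shortest list in each sex under that cut. By the Benjamini-Hochberg adjustment it had 14 in males, the fewest of the treatments, and 16 in females. All 16 listed passed, so in females unlisted transcripts could pass too, and the rank is not decided there.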

The smallest number of genes was altered by the action of formaldehyde.

A comparison of lists of differentially expressed genes for different effects obtained with an FDR <0.05 showed that, in both males and females, the action of toluene and dioxin produced the most similar change in genes (Figure 2). 

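The lists of dioxin and toluene shared 739 up-regulated and 313 down-regulated transcripts in females, where 86.7 and 50.1 would be shared by chance among 25415 transcripts. In males they shared 146 up-regulated and 220 down-regulated, against 8.60 and 20.8 by chance. The odds ratios were 30.9 and 13.0 in females and 35.1 and 21.8 in males, and in males the one-sided Fisher's exact test, adjusted for the 24 overlaps tested, gave p = 1.1e-141 for up-regulated and p = 1.8e-169 for down-regulated transcripts. Of the transcripts on both lists, 1052 of 1059 in females and 366 of 370 in males changed the same way. Across these transcripts the log fold changes had a Pearson correlation of 0.929 in females and 0.936 in males; transcripts are not independent replicates, and all treatments of one sex share a control group, which by itself makes lists overlap. Counted by genes, females shared 465 up-regulated and 176 down-regulated. From the size of the overlaps (Figure 2), the paper concludes that toluene and dioxin produced the most similar changes.

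**Figure D2:**
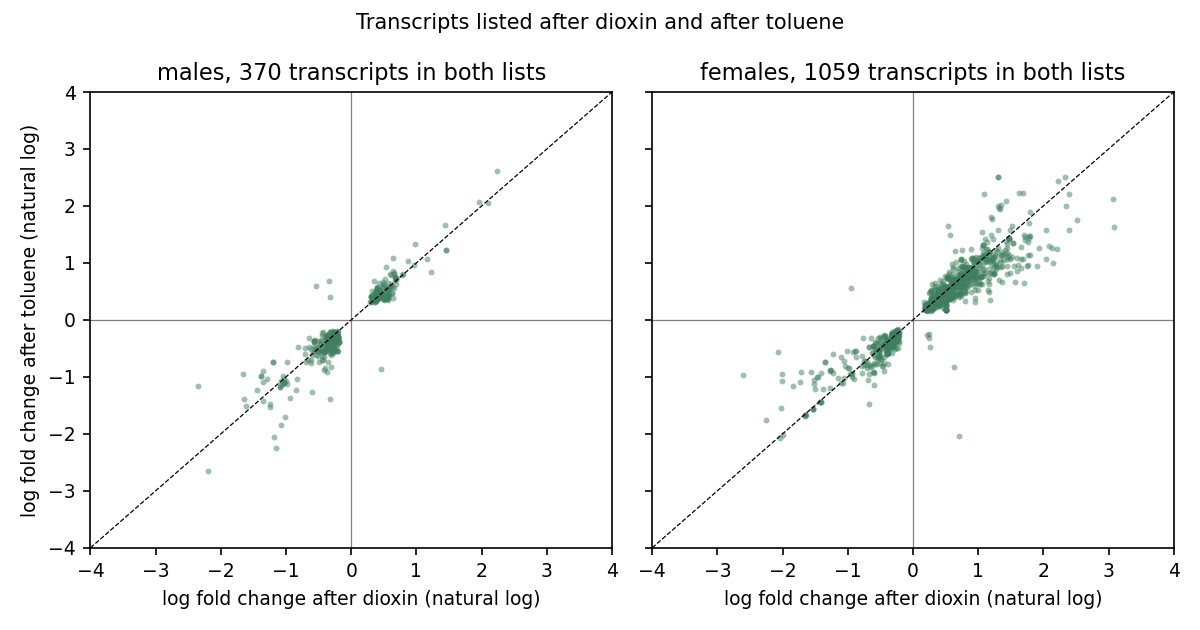
Natural-log fold change after dioxin (horizontal) and after toluene (vertical) for each transcript listed for both treatments, 370 in males and 1059 in females, with the line of equal change dashed. Almost all points lie in the quadrants where both changes have the same sign, 366 in males and 1052 in females.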

On the one hand, this is because it was under these influences the highest quantity of genes altered their expression. 

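In females, 50.8% of the transcripts up-regulated by toluene were also up-regulated by dioxin, and 51.9% of those up-regulated by irradiation, a list of 528, were up-regulated by dioxin. For down-regulated transcripts of females the shares were 48.2% between dioxin and toluene and 21.1% between dioxin and irradiation. In males, 35.0% of the toluene list and 43.3% of the irradiation list of up-regulated transcripts lay on the dioxin list, and 40.2% of the transcripts down-regulated by dioxin lay on the toluene list. With the false discovery rate required to be below 0.01, dioxin and toluene shared 426 up-regulated and 122 down-regulated transcripts in females and 54 and 91 in males. The paper reasons that the overlap of dioxin and toluene is the largest in part because their lists are the longest.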

On the other hand, the use of a small amount of toluene as a solvent for dioxin causes a cross effect on both factors. 

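Dioxin was given in 50 mM toluene, the concentration used for toluene alone, so every dioxin-treated fly was also exposed to toluene and no group received dioxin without it. The 1059 transcripts on both lists in females had a median absolute log fold change of 0.535 after dioxin and 0.521 after toluene, and the paired values differed by a median of 0.095. In 98 of them (9.25%) the changes differed by at least 1.5-fold. In males, the medians over 370 transcripts were 0.403 after dioxin and 0.435 after toluene, and 22 (5.95%) differed by that much. The change was larger after dioxin in 587 of the 1059 transcripts in females and in 151 of the 370 in males. The share changed the same way was 98.6% in females and 98.4% in males when genes were counted once, and 99.3% and 98.9% by transcripts. The paper attributes part of the similarity to this cross effect of the solvent.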

The next most similar sets of changes were for ‘dioxin and radiation’ and ‘toluene and radiation’. 

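Irradiation and dioxin shared 274 up-regulated and 84 down-regulated transcripts in females (31.4 and 10.2 by chance) and 87 and 78 in males (4.14 and 7.71 by chance). Irradiation and toluene shared 255 up-regulated and 102 down-regulated transcripts in females (30.2 and 30.7 by chance) and 75 and 152 in males (3.30 and 13.6 by chance). The smallest of these odds ratios was 4.30, for transcripts down-regulated by toluene and irradiation in females (adjusted p = 1.0e-27 by Fisher's exact test). In males, up-regulated transcripts had an odds ratio of 43.3 for irradiation with either treatment, above the 35.1 of dioxin and toluene. For down-regulated transcripts of males it was 22.0 with toluene and 14.6 with dioxin, against 21.8 for dioxin and toluene. In females, every odds ratio with irradiation was below that of dioxin and toluene in the same direction. Shared transcripts changed the same way in 95.5% of 375 for dioxin and 95.7% of 373 for toluene in females, and in 99.4% of 166 and 97.4% of 233 in males. Overlaps with formaldehyde were of 27 transcripts or fewer; at a false discovery rate below 0.01, the up-regulated transcripts shared by toluene and formaldehyde in males dropped from 5 to 1. The paper ranks these pairs with radiation next after toluene and dioxin.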

But there are also a lot of genes common not for two but for three and four treatments (Table S2, highlighted in bold).

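Among the transcripts listed within one sex and direction, 186 of 2418 up-regulated in females were listed for 3 treatments, and 44 of 2552 down-regulated. In males these were 51 of 883 up-regulated and 59 of 1499 down-regulated. A single transcript, that of CG14630, down-regulated in males, was listed for all 4 treatments. By genes, 127 were up-regulated by dioxin, toluene and irradiation in females and 35 were down-regulated, and in males 27 and 41. Most transcripts were listed for one treatment only, from 62.9% of the up-regulated ones in females to 83.4% of the down-regulated ones in females. From Table S2 the paper concludes that many genes responded to more than a pair of treatments.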

**Figure 2:**
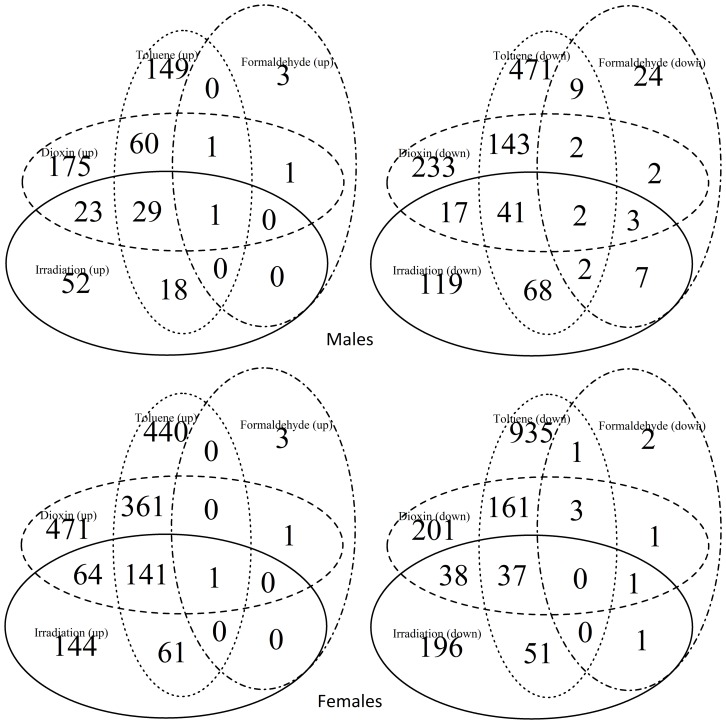
Diagrams representing the quantity of shared genes between the different treatments.

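Up-regulated transcripts were compared between the sexes directly, since the heat map needs annotations that are not in the tables. Of the transcripts up-regulated by dioxin, 23 were up-regulated in both sexes, against 31.2 expected by chance. For toluene there were 17, against 23.9, and for irradiation 4, against 4.18. None of these overlaps exceeded chance (adjusted p = 1 for each by the one-sided Fisher's exact test). After formaldehyde no transcript was listed in both sexes. Counted by genes, 4 were up-regulated in both sexes by irradiation, 15 by dioxin and 14 by toluene. With all 24254 annotated genes as the background, these overlaps were above the number expected by chance. None passed the threshold (adjusted p from 0.136 to 0.148 by the exact test). Some of these genes may not have been among the transcripts tested, and a smaller background would raise the expected number. The unit of the paper's comparison is the biological process, not the transcript; from the processes, it concludes that males and females converged for each treatment.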

Clustering the biological processes controlled by up-regulated genes showed high convergence of data between males and females for each influence (Figure 3). 

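For down-regulated transcripts, the sexes overlapped after irradiation: 48 were down-regulated in both, against 5.61 by chance (odds ratio 10.9, adjusted p = 1.6e-29 by the one-sided Fisher's exact test). After dioxin there were 20, against 14.0 (adjusted p = 0.285 by the same exact test), and after toluene 44, against 74.5. The transcripts listed in both sexes changed the same way in 52 of 63 cases after irradiation, 43 of 126 after dioxin and 61 of 376 after toluene. When genes were counted in place of transcripts, 18 genes were down-regulated by dioxin in both sexes, and that overlap then passed the threshold (adjusted p = 0.00054 by the exact test). The background was all 24254 annotated genes, and a smaller one would raise the number expected by chance. From the clusters of repressed processes (Figure 4), the paper concludes that the effects of exposure converged in both sexes.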

Clustering repressed genes processes (Figure 4) revealed a convergence of the effects of exposure, for both sexes. Formaldehyde caused the smallest effects in biological processes – such processes as reproductive activity, splicing, aggressive behavior and regulation of cell cycle were up-regulated only in males. 

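Formaldehyde up-regulated 4 genes in males. Besides bru1 (2L, 12175004 to 12313438; 1993 to 3310 mean normalized reads, standard error of the difference 277, FDR 0.00025), a regulator of splicing and translation, these were Imp, an RNA-binding protein gene with 5 listed transcripts, Sclp (X, 11920004 to 11924662; 523 to 882 normalized reads, standard error 88.3, FDR 0.007) and Odc1 (2R, 8004824 to 8006672; 438 to 669 normalized reads, standard error 59.4, FDR 0.013). All changes were from 1.53-fold (Odc1) to 1.69-fold (Imp and Sclp). In females the 4 up-regulated genes included CG18417, which rose 2.96-fold. The Benjamini-Hochberg adjustment left 2 of the 9 up-regulated transcripts of males. From the annotations of such genes, the paper concludes that reproductive activity, splicing, aggressive behavior and cell cycle regulation were raised in males only.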

Cellular activity, cellular transport, intracellular signaling, reproductive activity, and the process of development of respiratory system were decreased in females. 

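In formaldehyde-treated females, 12 transcripts were down-regulated, of which 3 matched no gene and the rest fell on 7 genes; Vm32E went from 9854 to 1664 mean normalized reads (ratio 0.169, FDR 0.0038). CG3323 went from 177 to 65.4 normalized reads (standard error of the difference 24.3, FDR 0.048) and was also lower after dioxin and toluene in females. Only 5 of the 12 transcripts were left at a false discovery rate below 0.01. The paper concludes from the annotations of these few genes that cellular activity and transport, intracellular signaling, reproductive activity and development of the respiratory system decreased in females.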

And in males the activity of genes responsible only for metabolism was down-regulated (Figure 5). 

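The 65 transcripts down-regulated by formaldehyde in males fell on 47 genes, with 7 transcripts unmatched. MtnD, the metallothionein gene also lowered by dioxin and toluene, went from 293 to 67.1 mean normalized reads (standard error of the difference 48.0, FDR 0.00012). CG2065 went from 1178 to 485 normalized reads (standard error 211, FDR 0.039). Of the 65 transcripts, 21 were also down-regulated by irradiation in males, against 0.916 by chance (adjusted p = 4.7e-23 by Fisher's exact test). The Benjamini-Hochberg adjustment left 12 of the 65. The paper concludes that in males only metabolic genes were down-regulated.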

In females, dioxin and toluene led to an increased defense response (especially to bacterial contamination), oxidation-reduction processes, and proteolysis, but activity of such function as cell communication, phototranspiration and response to stimulus (only after the exposure of toluene is decreased) (Figure 6, 7). 

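Genes were grouped into families by symbol, a grouping fixed before the tables were available. In toluene-treated females, 22 genes of antimicrobial peptides and bacterial recognition proteins were up-regulated and 3 down-regulated, where 46.1% of all other listed genes were up-regulated (adjusted p = 0.00058 by Fisher's exact test over 82 family tests). After dioxin, 16 were up-regulated and 1 down-regulated in females, but 70.5% of the other genes were up-regulated as well (adjusted p = 0.187 by the exact test). Their changes ran from 1.32-fold to 5.54-fold after dioxin and from 1.39-fold to 4.33-fold after toluene. Cytochrome P450 genes, which carry out oxidations, were all up-regulated in females, 16 by toluene (adjusted p = 0.00019 by the exact test) and 15 by dioxin (adjusted p = 0.096). Of 13 phototransduction genes listed after toluene, 12 were down-regulated, and of 7 after dioxin, 6 were. By genes, neither fall passed the threshold (adjusted p = 0.057 for each by the exact test). When transcripts were counted in place of genes, the fall after toluene passed it (5.00% up, adjusted p = 0.0024 by the exact test). The fall after dioxin then passed it too (22.2% up, adjusted p = 0.030 by the exact test). Transcripts of one gene are not independent, so these counts are weaker evidence. At a false discovery rate below 0.01, the group passed after toluene (0% up, adjusted p = 0.018 by the exact test). After dioxin it did not (33.3% up, adjusted p = 0.543 by the exact test). From such groups the paper concludes that dioxin and toluene raised defense, oxidation-reduction and proteolysis in females and lowered cell communication and phototransduction, and toluene also the response to stimulus.

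**Figure D3:**
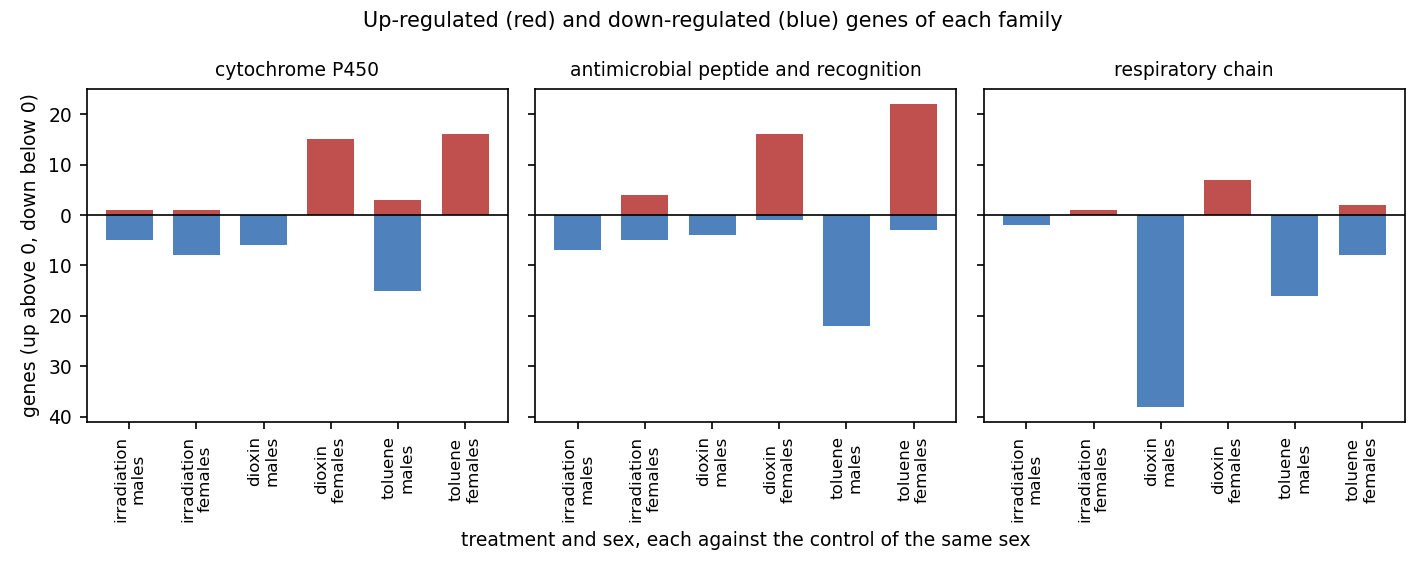
Number of up-regulated (above 0, red) and down-regulated (below 0, blue) genes of 3 families on each list of irradiation, dioxin and toluene. Cytochrome P450 and antimicrobial genes stand above 0 in females after dioxin and toluene and mostly below 0 in males, and 38 respiratory chain genes stand below 0 in dioxin-treated males.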

In males, toluene induced up-regulation in the metabolic control of macromolecules and circadian rhythms and down-regulation in different types of oxidation-reduction, immune response and nucleosome assembly (Figure 7). 

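In toluene-treated males, all 22 listed genes of antimicrobial peptides and bacterial recognition proteins were down-regulated, against 675 down and 225 up among the other listed genes (adjusted p = 0.057 by Fisher's exact test). Among them, AttB (2R, 14749223 to 14750165) went from 1075 to 151 mean normalized reads (standard error of the difference 291, FDR 0.00027). Of 18 cytochrome P450 genes, 15 were down-regulated. A single histone gene, His2B:CG17949, was listed and went from 12.0 to 5.75 normalized reads (FDR 0.0043). None of the clock genes searched by symbol was on the list. Counting transcripts took the antimicrobial group past the threshold (adjusted p = 0.0028 by the exact test, 0% up). From its gene networks (Figure 7), the paper concludes that toluene lowered oxidation-reduction, immune response and nucleosome assembly in males and raised control of macromolecule metabolism and circadian rhythms.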

Dioxin led to an increasing of reproductive processes, intracellular signaling pathway, process of cell differentiation and transcription and decreasing of cellular respiration, carboxylic and metabolic processes (Figure 6). 

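In dioxin-treated males, all 38 listed genes of the respiratory chain and ATP synthase were down-regulated, whereas 40.5% of the other listed genes were up-regulated (adjusted p = 6.9e-07 by Fisher's exact test). Among them, ox (2R, 12757133 to 12757529), of complex III, which Table S3 names for males after irradiation and formaldehyde, went from 7426 to 5700 mean normalized reads (standard error of the difference 877, FDR 0.049). Only 1 of the 38 genes passed the Benjamini-Hochberg adjustment. Among up-regulated genes, Plod (3L, 11198166 to 11206016), which Table S3 names for dioxin-treated males, rose from 219 to 394 normalized reads (standard error 45.7, FDR 0.00045). Tightening the false discovery rate to 0.01 left 195 of the 524 up-regulated transcripts. The paper concludes that dioxin lowered cellular respiration in males and raised reproductive, signaling and transcription processes (Figure 6).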

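In irradiated females, 3 histone genes were listed, all up-regulated and all with fewer than 10 mean normalized reads. His1:CG33801 went from 3.45 to 7.69 normalized reads (standard error of the difference 1.88, FDR 0.035), and His1:CG33807 and His4:CG33907 from 0.0633 to 1.24 and 1.33 (FDR 0.046 for both). Copies of the histone genes are nearly identical, so their reads were not told apart with certainty. Of 9 genes for Jonah and trypsin proteases, 8 were down-regulated, where 56.7% of the other genes were up-regulated (adjusted p = 0.103 by Fisher's exact test). Their changes ran from 1.34-fold to 3.35-fold. Antimicrobial and recognition genes went both ways, 4 up and 5 down. Once the false discovery rate had to be below 0.01, no protease gene was up-regulated and their group passed the threshold (0% up, adjusted p = 0.029 by the exact test). The paper concludes that radiation activated genes of chromatin rearrangement in females and lowered proteolysis, immune response and chitin metabolism.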

The influence of radiation on the females led to the activation of genes, induced by chromatin rearrangements and the genes of metabolism of macromolecules and deactivation of proteolysis, immune response and chitin metabolic process. In males radiation caused such effects as promoting different cellular processes, circadian rhythms, regulation of JAK-STAT cascade, developmental process in reproduction, and deactivation of immune response, metabolic and cellular processes (Figure 8).

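In irradiated males, the clock gene per (X, 2685580 to 2692780) rose from 309 to 592 mean normalized reads (standard error of the difference 57.5, FDR 0.026). It was the only listed gene of the clock family. All 7 listed antimicrobial and recognition genes were down-regulated, among them AttB from 1385 to 173 normalized reads (standard error 374, FDR 0.035). As 248 of the other genes on this list were also down-regulated and 112 up-regulated, the family did not differ from the rest (adjusted p = 0.395 by Fisher's exact test). It did when transcripts were counted (0% up, adjusted p = 0.042 by the exact test). The paper concludes that radiation raised circadian rhythms and JAK-STAT regulation in males and lowered the immune response (Figure 8).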

**Figure 3:**
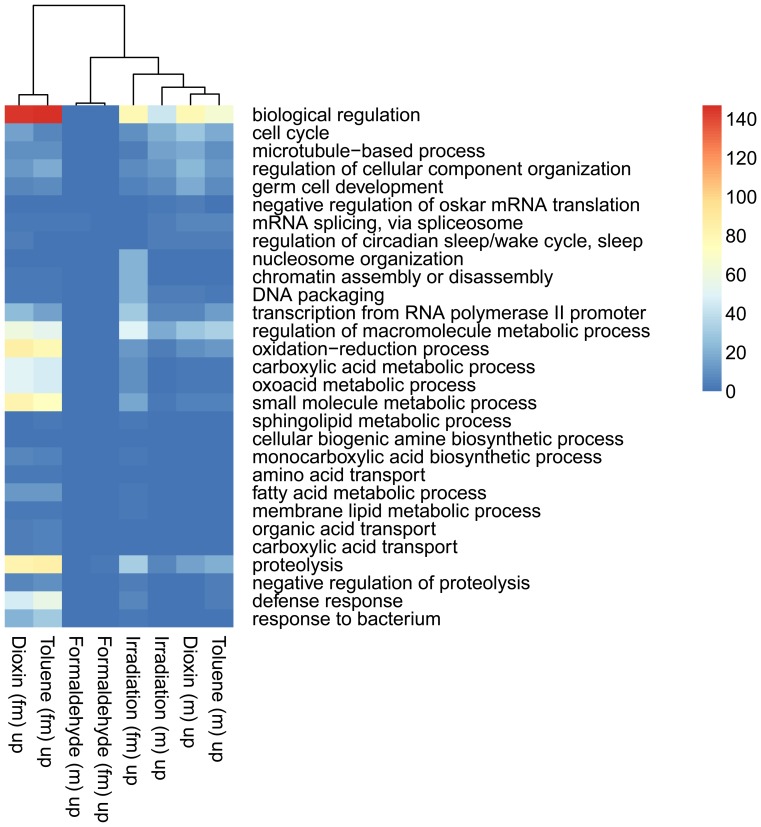
Heat map of up-regulated biological processes based on Gene Ontology IDs for treated males (m) and females (fm). The color scale indicates the number of genes in a group.

**Figure 4:**
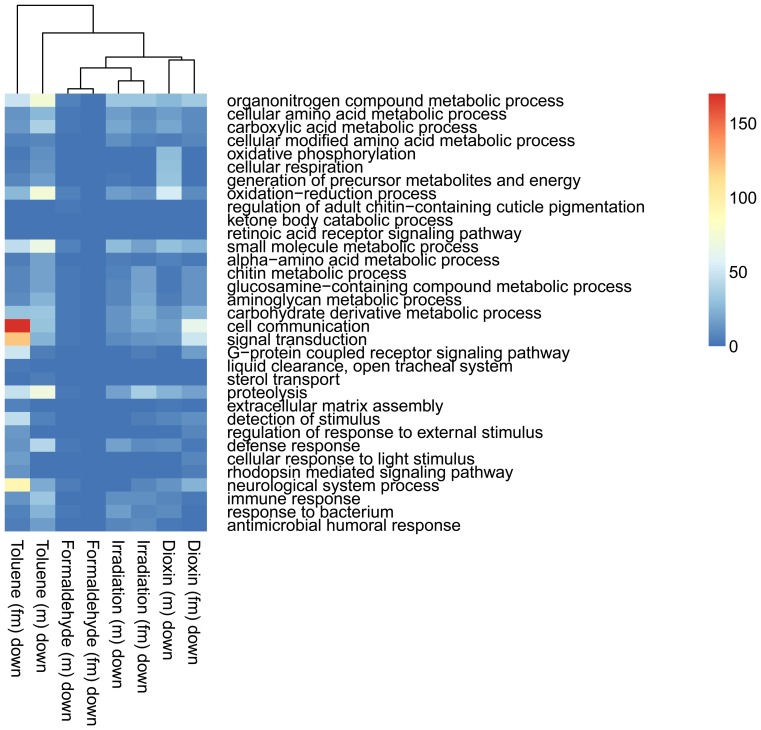
Heat map of down-regulated biological processes based on Gene Ontology IDs for treated males (m) and females (fm). The color scale indicates the number of genes in a group.

**Figure 5:**
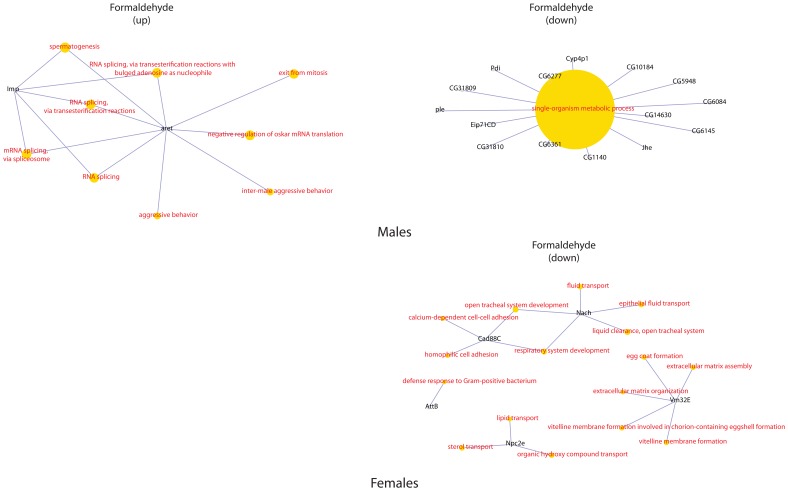
Gene-concept networks by gene ontology analysis for formaldehyde treated males and females. Figures 5–8 represent gene-concept networks by gene ontology analysis using the Bioconductor GeneAnswers Package. Yellow nodes are gene ontology terms, gray nodes correspond to differential expressed genes from the RNA-Seq data. The sizes of the centroid nodes reflect p-values of the gene associations as calculated by GeneAnswers. *Genes, up-regulated in males:* Upregulated genes were characterized by their importance for such functions as RNA splicing, aggressive behavior, spermatogenesis, exit from mitosis. *Genes, down-regulated in males:* All genes, enriched with unknown and those with low quality annotation, were related mostly to single-organism metabolic process functional category. *Genes, down-regulated in females:* Only a few multifunctional genes were characterized with significant downregulation, including Vm32E, involved in extracellular matrix organization and assembly, Npc2c, important for sterol and lipid transport, Cad88C and Nach, important for fluid transport and cell adhesion. The AttB gene, involved in defense response to Gram-positive bacterium, was also downregulated.

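Vm32E (2L, 11171167 to 11171665), a vitelline membrane gene, had 1664 mean normalized reads in formaldehyde-treated females and 9854 in controls (log fold change -1.78, standard error of the difference 1523, FDR 0.0038). Nach (2R, 16653205 to 16655046), a sodium channel gene, had 12.9 against 48.6 (log fold change -1.30, standard error 7.59, FDR 0.034). Both genes also passed the Benjamini-Hochberg adjustment, with adjusted p values of 0.00032 and 0.0047. Npc2c and Cad88C were not found by symbol among the matched transcripts of this list; Npc2e, of the same family as Npc2c, was listed, with 646 normalized reads against 1950 (log fold change -1.10, FDR 0.00082). Nach was also lower after dioxin (18.7 normalized reads) and toluene (18.8), and Vm32E after dioxin (6162). At a false discovery rate below 0.01 the list kept 5 down-regulated transcripts, among them Vm32E. The paper describes these as the few multifunctional genes lowered by formaldehyde in females.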

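AttB, an attacin gene on 2R from 14749223 to 14750165, was listed in formaldehyde-treated females with 2 transcripts. The stronger went from 109 to 22.9 mean normalized reads (log fold change -1.55, standard error of the difference 18.2, FDR 0.034, Benjamini-Hochberg adjusted p 0.0047). In males AttB was not on the formaldehyde list but was lower after irradiation (log fold change -2.07) and toluene (log fold change -1.96). Neither transcript stayed in the formaldehyde list at a false discovery rate below 0.01, which left 5 down-regulated transcripts. The paper counts AttB among the defense response genes lowered by formaldehyde.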

**Figure 6:**
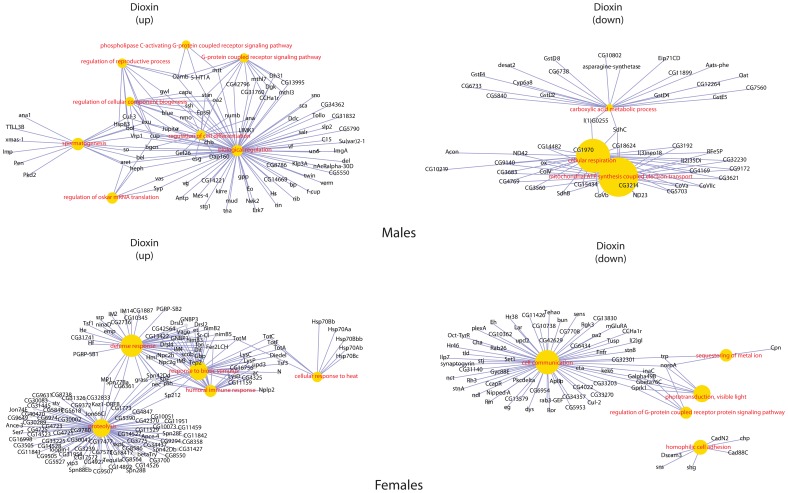
Gene-concept networks by gene ontology analysis for dioxin treated males and females. *Genes, up-regulated in males:* Most of upregulated gene the involved in biological regulation, G-protein coupled receptor signaling pathway and regulation of cell differentiation. Smaller functional groups of genes, involved in the regulation of oskar mRNA translation, spermatogenesis, regulation of reproductive process and phospholipase C-activating G-protein coupled receptor signaling pathway were also upregulated. *Genes, down-regulated in males:* The genes characterized with decreased expression were mostly known to be involved in the cellular respiration and related functional category of mitochondrial ATP synthesis coupled electron transport. Small independent cluster of carboxylic acid metabolic process was also downregulated. *Genes, up-regulated in females:* Most of genes were annotated as involved in the processes of the proteolysis, defense response, and response to biotic stimulus. The smaller clusters of cellular response to heat and humoral immune response were revealed. *Genes, down-regulated in females:* The most of downregulated genes were annotated as involved in cell communication. Related functional categories, such as homophilic cell adhesion, were also revealed.

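Respiratory chain genes on the list of dioxin-treated males numbered 38, and every one was down-regulated. The changes ran from 1.24-fold to 3.00-fold, and in 3 of the genes the unadjusted p was above 0.05. In toluene-treated males 16 such genes were listed, also all down-regulated (adjusted p = 0.107 by Fisher's exact test against the other genes of that list). In dioxin-treated females none was down-regulated and 7 were up-regulated, of which 3 had fewer than 10 mean normalized reads in both groups. None of these 7 genes was among the 38 of males. Counted by transcripts, the toluene group passed the threshold (0% up, adjusted p = 0.0041 by the exact test). From this group the paper concludes that cellular respiration and mitochondrial electron transport decreased after dioxin in males.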

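In dioxin-treated females, 16 of the 17 listed antimicrobial and recognition genes were up-regulated. All 4 Turandot genes on the list rose, TotA 11.1-fold. Of 4 Jonah and trypsin proteases, 3 were up-regulated and deltaTry was down-regulated. Since 952 of the matched genes on this list were up-regulated and 393 down-regulated, none of these families differed from the rest (adjusted p = 0.187 for the antimicrobial genes by Fisher's exact test). The antimicrobial group did not pass the threshold under any alternative. The paper concludes that proteolysis, defense response and response to biotic stimulus were raised.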

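Heat shock protein genes on the list of dioxin-treated females comprised 9 up-regulated and 1 down-regulated. Their changes ran from 1.30-fold to 3.88-fold, with both means below 10 normalized reads in 3 of them. The copies of Hsp70 are nearly identical, and 5 of them were listed, so that reads counted on one copy are uncertain. Hsp83 rose from 50660 to 66064 normalized reads with FDR 0.025, but the authors' unadjusted p for it was 0.069. The family did not differ from the other listed genes, 70.6% of which were up-regulated (adjusted p = 0.715 by Fisher's exact test). The paper describes a smaller cluster of cellular response to heat among the up-regulated genes.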

**Figure 7:**
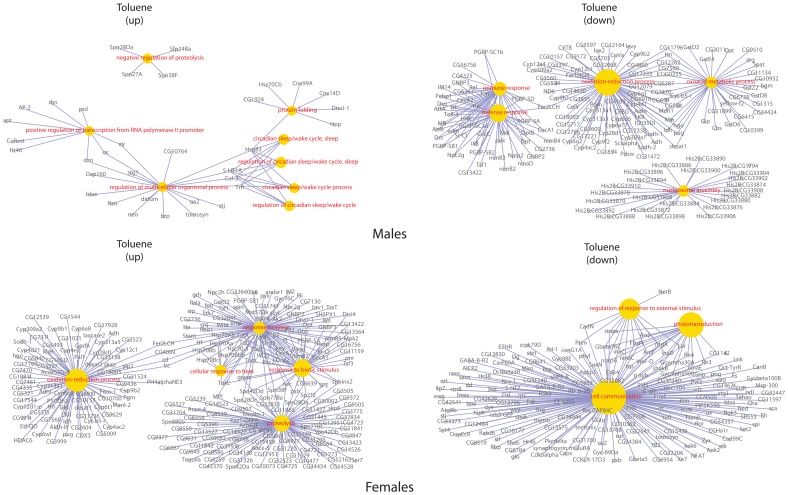
Gene-concept networks by gene ontology analysis for toluene treated males and females. *Genes, up-regulated in males:* Upregulated genes were known to be involved in the protein folding, circadian sleep/wake regulation, positive regulation of transcription from RNA polymerase II promoter and proteolysis regulation. *Genes, down-regulated in males:* The large number of downregulated genes in this treatment were functionally clustered to four main groups: response to stress (including related functional category of response to heat), response to biotic stimulus, proteolysis and oxidation-reduction process. *Genes, up-regulated in females:* The overexpressed genes were functionally clustered into four main clusters: oxidation-reduction process, proteolysis, response to stress, response to biotic stimulus and the smaller cluster of cellular response to heat. *Genes, down-regulated in females:* The cell communication functional category was extremely downregulated in this treatment. Smaller gene clusters, involved in the phototransduction and regulation of response to external stimulus, were also revealed.

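In toluene-treated males, 22 antimicrobial and recognition genes, 15 of 18 cytochrome P450 genes and 11 of 13 Jonah and trypsin protease genes were down-regulated. Among the proteases, iotaTry (2R, 11356720 to 11357537) went from 336 to 166 mean normalized reads (standard error of the difference 28.9, FDR 4.7e-13) and lambdaTry (2R, 11336840 to 11337791) from 667 to 367 (standard error 56.4, FDR 3.8e-11). Of 4 heat shock protein genes, 3 were up-regulated, among them Hsp83, from 9939 to 17054 (standard error 1402, FDR 6.2e-06). Because 697 genes on this list were down-regulated and 225 up-regulated, the proteases did not differ from the rest (adjusted p = 1 by Fisher's exact test), and at a false discovery rate below 0.01 their share up-regulated was 22.2%, on the other side of that of the other genes. The paper groups the genes lowered by toluene in males into stress, biotic stimulus, proteolysis and oxidation-reduction.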

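In toluene-treated females, all 16 listed cytochrome P450 genes were up-regulated, with 46.2% of the other genes up-regulated (adjusted p = 0.00019 by Fisher's exact test). Their changes ran from 1.42-fold to 2.68-fold. Antimicrobial and recognition genes comprised 22 up and 3 down, and all 6 Turandot genes were up-regulated, among them TotA from 41.3 to 378 mean normalized reads (standard error of the difference 126, FDR 1.0e-05). Of 8 heat shock protein genes, 6 were up-regulated. The unadjusted p was above 0.05 in 7 of the 16 cytochrome P450 genes, by the authors' test. Turandot genes passed the threshold when transcripts were counted (100% up, adjusted p = 0.028 by the exact test) but not by genes (adjusted p = 0.103 by the exact test). The paper concludes that oxidation-reduction, proteolysis and the responses to stress and to biotic stimuli were raised.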

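Of 13 phototransduction genes on the list of toluene-treated females, 12 were down-regulated. They included trp (3R, 29914521 to 29920289), a light-activated channel gene that went from 7124 to 4616 mean normalized reads (standard error of the difference 682, FDR 7.6e-10). By genes the adjusted p was 0.057 against the other genes of the list by Fisher's exact test. With 0.01 as the limit, none of the listed phototransduction genes was up-regulated and the adjusted p was 0.018 by the exact test. The largest change in the group was 1.54-fold. The paper describes phototransduction as a smaller cluster among the genes lowered by toluene in females.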

**Figure 8:**
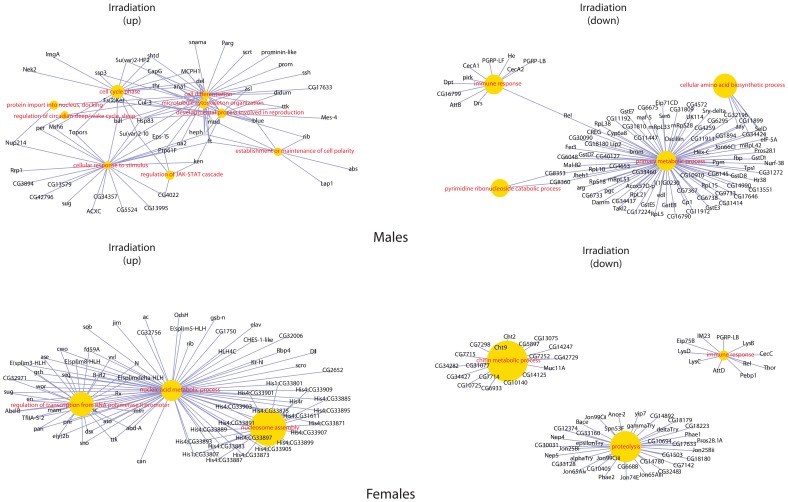
Gene-concept networks by gene ontology analysis for radiation treated males and females. *Genes, up-regulated in males:* The most representative functional groups of genes were annotated as involved in the cell differentiaion, develpmnetal process involved in reproduction, cell cycle phase and cellular response to stimulus. The JAK-STAT cascade regulators were also revealed. *Genes, down-regulated in males:* Mostly downregulated genes were known to be involved in primary metabolism, including amino acid biosynthesis. The smaller cluster of immune response genes was also downregulated. *Genes, up-regulated in females:* Upregulated genes were clustered into three main functional groups: genes, annotated as involved into nucleic acid metabolic process, nucleosome assembly and regulation of transcription from RNA polymerase II promoter. *Genes, down-regulated in females:* The main functional gene groups, downregulated in this set, were known to be involved in proteolysis, immune response and chitin metabolism.

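On the list of irradiated males, 7 antimicrobial and recognition genes were down-regulated and none up-regulated. Their changes ran from 1.41-fold to 10.1-fold, and AttB went from 1385 to 173 mean normalized reads (standard error of the difference 374, FDR 0.035). By the Benjamini-Hochberg adjustment 5 of the 7 genes kept an adjusted p below 0.05. Against the other genes of this list the group was not past the threshold (adjusted p = 0.395 by Fisher's exact test), and counting transcripts moved it past (adjusted p = 0.042 by the exact test, 0% up). The paper describes a smaller cluster of immune response genes lowered by radiation in males.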

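The histone genes on the list of irradiated females were His1:CG33801, His1:CG33807 and His4:CG33907, on 2L between 21416953 and 21432985. Their means after irradiation were 7.69, 1.24 and 1.33 normalized reads, against 3.45, 0.0633 and 0.0633 in controls. The standard errors of the differences were 1.88, 0.538 and 0.581, and the Benjamini-Hochberg adjusted p values were 0.874, 0.940 and 0.940 from the authors' Wald p. The family of 3 genes did not differ from the other genes of the list (adjusted p = 0.710 by Fisher's exact test). The Benjamini-Hochberg adjustment reduced the whole up-regulated list from 528 to 49 transcripts. From the annotations of the up-regulated genes, the paper concludes that nucleic acid metabolism, nucleosome assembly and regulation of transcription were raised.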

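In irradiated females, 8 Jonah and trypsin protease genes were down-regulated and 1 up-regulated. Among them, deltaTry went from 503 to 150 mean normalized reads (standard error of the difference 39.7, FDR 9.3e-37). Of 9 antimicrobial and recognition genes, 5 were down-regulated and 4 up-regulated, with changes from 1.27-fold to 3.62-fold. By the adjusted p from Fisher's exact test (0.103), the share of proteases up-regulated did not differ from that of the other genes, but at a false discovery rate below 0.01 it did (0% up, adjusted p = 0.029 by the exact test). The paper concludes that proteolysis, immune response and chitin metabolism were lowered in this group.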

For each of the studied factors the most significant changes up-regulated processes are regulation of the cell cycle, formation of gametes, circadian rhythms, splicing, proteolysis, and various aspects of metabolism. Repressed genes are responsible for cell respiration, cell-cell communication, and various aspects of metabolism, immune response, and response to light stimuli. The processes of cell-cell signaling and signal transduction were most depressed in females after exposure to toluene and dioxin.

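Toluene lowered 1960 transcripts and dioxin 650 in females, and 313 were lowered by both, against 50.1 expected by chance. The light-activated channel gene trp went from 7124 mean normalized reads to 5210 after dioxin (standard error of the difference 629, FDR 0.001) and to 4616 after toluene (standard error 682, FDR 7.6e-10). Of the phototransduction genes in females, 6 of 7 listed after dioxin and 12 of 13 after toluene were down-regulated. In males, the only phototransduction gene listed after either treatment was ninaD after toluene. Adjusting by the Benjamini-Hochberg procedure left 18 of the 1960 and 45 of the 650 transcripts. The paper concludes that cell-cell signaling and signal transduction were lowered most in females after toluene and dioxin.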

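The genes that Table S3 names for each group before enrichment were looked up in the deposited tables. All 7 genes named for toluene males and all 5 for toluene females were on the corresponding lists, among them Hsp83 (up, FDR 6.2e-06), arg (X, 509435 to 528028; 728 to 425 mean normalized reads, standard error of the difference 62.2, FDR 5.5e-09) and Keap1 in males, and trp, Men and Npc2h in females. Npc2h (3R, 30745479 to 30746290) rose from 355 to 1487 normalized reads after toluene (standard error 237, FDR 1.0e-16). For dioxin, 1 of the 2 genes named for males and both of those with a current symbol named for females were listed. For irradiation, none of the 3 genes named for males and 1 of the 13 with a current symbol named for females was on the list under its symbol, and for formaldehyde none of the 7 in males and none of the 6 in females. The enrichment scores themselves rest on outside databases and were not recomputed. The paper concludes from the pathways that stress response, cell-cell signaling and biosynthesis changed.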

An analysis of the molecular pathways by KEGG showed a significant change in the processes of stress response, cell-cell signaling, and biosynthetic pathways (Figure 9).

**Figure 9:**
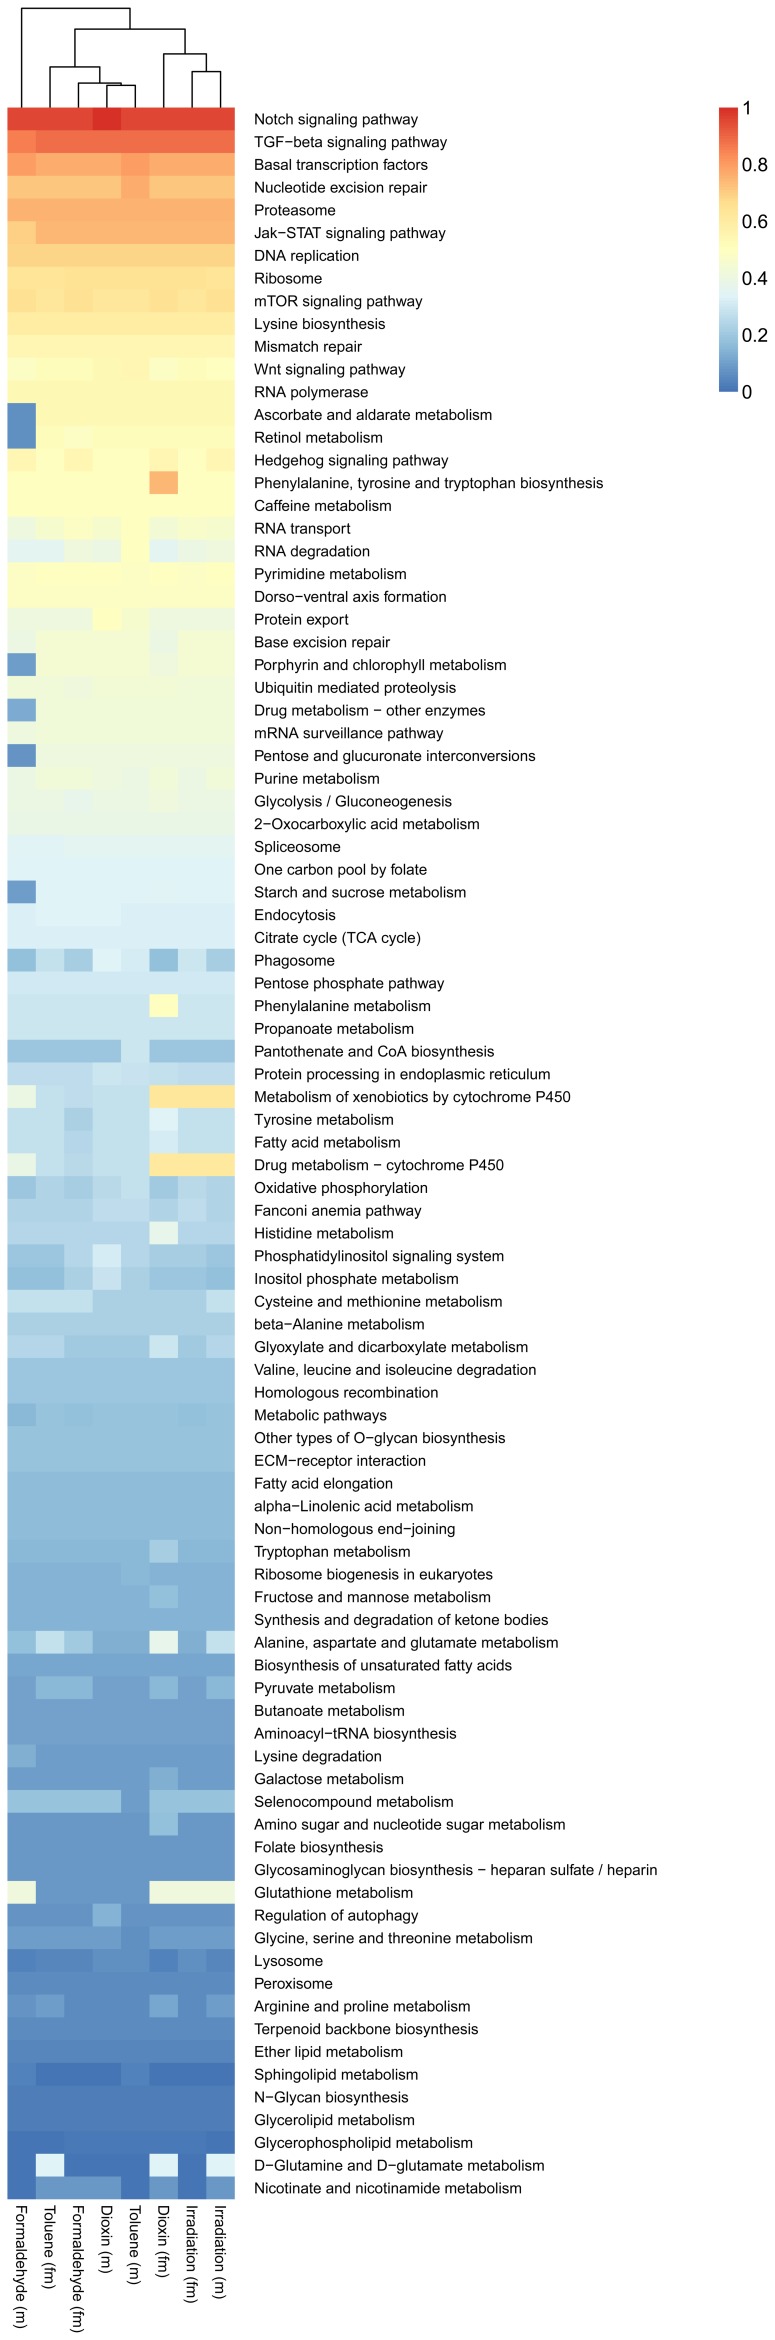
Heat map of molecular pathways based on KEGG analysis IDs for treated males (m) and females (fm), color-coded by enrichment-score.

Remarkably, the transcriptome changes against all the studied types of stresses are similar; they involve differential regulation of a large common cluster of the genes, most of them earlier identified as related to genome maintenance or aging.

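Between treatments of one sex, the share of shared transcripts that changed the same way was from 95.5% to 99.4% for the pairs among irradiation, dioxin and toluene, and from 81.5% to 100% for the pairs with formaldehyde. All of these but the pair of irradiation and formaldehyde in females, with 1 shared transcript, differed from 50% by the exact binomial test (largest adjusted p = 0.034 among them). Transcripts listed for 3 or 4 treatments were 7.69% of all up-regulated and 1.72% of all down-regulated transcripts in females. In males the shares were 5.78% and 4.00%. Deposited control means of one sex were the same for every treatment, up to a constant factor in males. All comparisons of one sex thus share a control group. A shared control by itself tends to give the same sign, so a difference from 50% does not show a common response. Counted by genes, 75.0% of the genes shared by dioxin and formaldehyde in males changed the same way, which no longer differed from 50% (adjusted p = 0.175 by the exact binomial test). The paper concludes that the changes under all stresses are similar and involve a large common cluster of genes.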

Ascorbate and aldarate metabolism and retinol metabolic pathways are evident in the lists for dioxin, formaldehyde, irradiation, and toluene. The Notch signaling pathway, TFG-beta signaling pathway, proteasome, basal transcription factors, nucleotide excision repair, Jak-STAT signaling pathway, circadian rhythm, Hippo signaling pathway, mTOR signaling pathway, ribosome, mismatch repair, RNA polymerase, mRNA surveillance pathway, Hedgehog signaling pathway, caffeine metabolism, and DNA replication pathways are evident in the lists for all pathways. Interestingly, one of predicted longevity pathways of caffeine metabolism consists of only two genes and has a score of 0.5 in every pathway list.

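Genes listed in both sexes in the same direction for one treatment, and on no other treatment's list in any direction, were extracted from the deposited tables. Irradiation had 2 such up-regulated and 8 down-regulated genes, dioxin 5 and 3, and toluene 5 and 11; formaldehyde had none. All of these 34 genes are in Table 2. Of the 47 entries of Table 2, 43 were listed in both sexes in the stated direction. Of those 43, 9 were also on the list of another treatment. If a gene counts as unique when no other treatment lists it in the same direction, irradiation had 12 down-regulated genes and toluene 8 up-regulated and 13 down-regulated. Requiring an unadjusted p below 0.05 in both sexes, an alternative chosen after seeing the data, left 3 of the 11 down-regulated and none of the up-regulated genes of toluene. From its lists the paper concludes that several genes are specific to a treatment (Table 2).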

We also have done mining of unique to each treatment genes and have revealed several such genes (Table 2), up- and down-regulated especially for toluene, dioxin, formaldehyde or low doze irradiation. The sequencing data were validated using qPCR for unique to each treatment genes with statistically valid expression level increase in both males and females. Relative mRNA level (R) of 8 genes under different influences is represented in Table 3. 

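For the 8 genes of Table 3, the ratio of mean normalized reads in the treated and control groups was computed in each sex. For sug (2R, 12924567 to 12930644), the ratio after irradiation was 2.17 in males (2339 against 1079 normalized reads, FDR 0.002) and 1.75 in females (1295 against 739, FDR 1.2e-08). For ttk (3R, 31713867 to 31735392), it was 2.06 in males (276 against 134, FDR 0.035) and 1.31 in females (1622 against 1234, FDR 0.0069). After dioxin, ana (2R, 9062295 to 9077554) had ratios of 1.41 in males and 1.40 in females, and CG16727 (3R, 19613381 to 19615784) 1.32 and 1.86. After toluene, the ratios in males and females were 1.48 and 1.59 for Cyp12d1-p (2R, 11117225 to 11121884), 2.15 and 1.63 for Fer3 (3R, 11693410 to 11694311), and 1.59 and 1.43 for CG2065 (2R, 7663786 to 7665269). CG34447 (2L, 2418422 to 2420013) had a ratio of 1.45 in males and 28.9 in females, the latter from 1.83 against 0.0633 normalized reads. The mean of 0.0633 is the lowest control mean of that list, shared by 189 transcripts, so the ratio of 28.9 rests on a floor value. With 1 normalized read added to both means, that ratio was 2.66, the only one of the 16 to move by more than 1.5 times.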

The increase of expression level (up to 2.6-fold) was observed in all tested cases except one (*ttk* gene under ionizing radiation influence in male). 

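By sequencing, all 16 ratios of treated to control were above 1, from 1.31 for ttk in irradiated females to 28.9 for CG34447 in toluene-treated females. The ratio of ttk in irradiated males was 2.06, with 276 mean normalized reads against 134 (standard error of the difference 29.9, FDR 0.035). This gene was listed with 3 transcripts in males and 4 in females, and the median ratio over those of males was also 2.06. Taking medians over all listed transcripts moved no ratio by more than 1.5 times; adding 1 normalized read lowered the highest, that of CG34447, to 2.66. The paper concludes from qPCR that expression rose in every case but that of ttk in irradiated males.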

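Of the 16 ratios from sequencing, compared unrounded, 7 lay within the range that the paper gives for qPCR, 7 below it and 2 above it. Of those below, Cyp12d1-p (1.48 against 1.5) and CG2065 (1.59 against 1.6) in males lay within rounding of the lower bound. For sug in males, sequencing gave 2.17 and the paper's qPCR value is 2.4, with a range from 1.9 to 3.1. For Fer3 in males, sequencing gave 2.15 and the paper's value is 2, with a range from 1.9 to 2.2. Table 3 calls these values a range and names neither an SD nor an SEM. Below the range lay, among others, CG16727 in males (1.32 by sequencing), ana in males (1.41) and females (1.40), and ttk in females (1.31). Across the 16 measurements the Spearman correlation of the qPCR and sequencing ratios was -0.001 and the Pearson correlation 0.356. The Pearson value includes the ratio of 28.9 for CG34447 in females, far above the others, and was not computed without it. Measurements of one gene in both sexes are not independent, and no test was made. In 4 of the 16 cases, all in toluene-treated females, the unadjusted p of sequencing was above 0.05. The ratio of CG34447 in females, 28.9, became 2.66 after 1 normalized read was added to both means. The paper concludes that qPCR and sequencing were concordant.

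**Figure D4:**
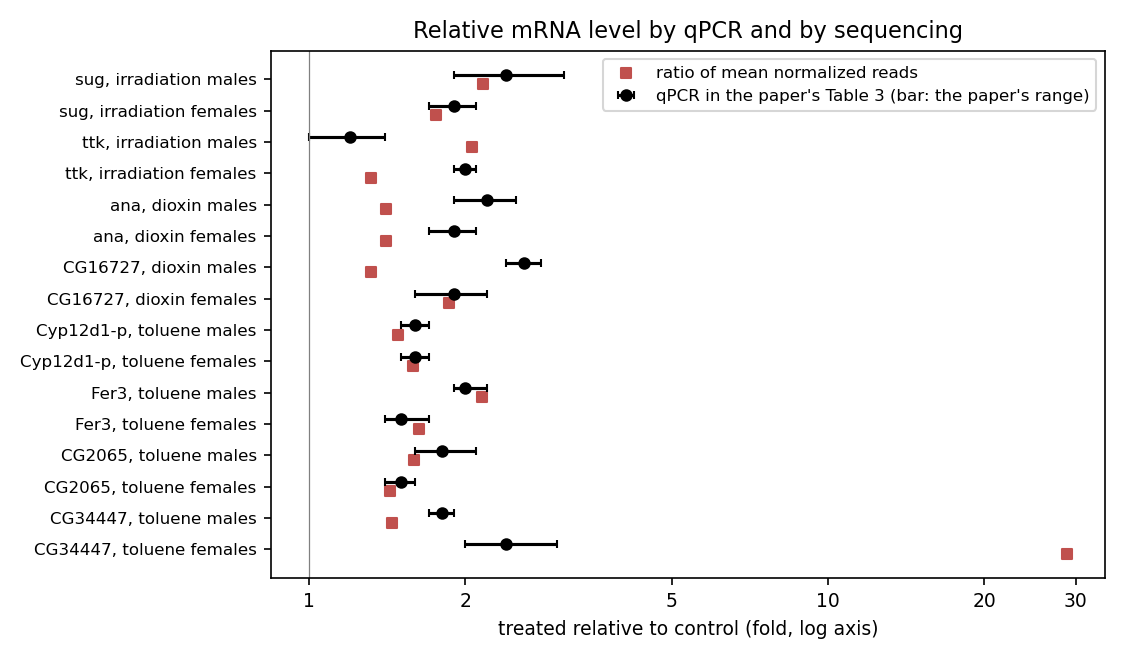
Treated relative to control level of each gene, sex and treatment of Table 3 on a log axis, by qPCR as the paper reports it (black circles, bars for the paper's range) and as the ratio of mean normalized reads (red squares). All 16 ratios from sequencing lie above 1. CG34447 in toluene-treated females stands apart at 28.9 by sequencing, over a control mean at the lowest value of its list.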

Obtained qPCR data were concordant with the sequencing data.

**Table 2:** List of unique genes which are up- and down-regulated in both sexes after a particular treatment.

Gene symbol	Gene name*	Molecular and biological function	References	Gene Ontology Term***	InterPro Term***
**Up-regulated genes**					
**Irradiation**					
*sug*	*sugarbabe*	Transcription factor which represses a set of lipase genes involved in fat catabolism	[60]	transport, determination of adult lifespan, biological_process, aging, cellular_component, integral to membrane, transmembrane transport	Major facilitator superfamily domain, general substrate transporter, Major facilitator superfamily, Major facilitator superfamily associated domain
*ttk*	*tramtrack*	Transcription factor with repressor activity, expressed downstream of Notch	[63]–[65]	inter-male aggressive behavior, regulation of cell shape, transcriptional repressor complex, DNA binding, imaginal disc-derived wing morphogenesis, negative regulation of transcription, DNA-dependent, regulation of tube size, open tracheal system, protein binding, dendrite morphogenesis, intracellular, cell fate determination, protein complex, locomotion, tracheal outgrowth, open tracheal system, dorsal trunk growth, open tracheal system, R7 cell development, cell morphogenesis, neurological system process, cell differentiation, biological_process, ovarian follicle cell development, molecular_function, regulation of embryonic cell shape, growth, positive regulation of transcription from RNA polymerase II promoter, nucleus, compound eye cone cell differentiation, polytene chromosome, neuron development, locomotion involved in locomotory behavior, cellular_component, chromatin binding, protein homodimerization activity, chromosome, nucleoplasm, negative regulation of transcription from RNA polymerase II promoter, chitin-based cuticle development, regulation of transcription from RNA polymerase II promoter, dorsal appendage formation, brain morphogenesis, startle response, branch fusion, open tracheal system, peripheral nervous system development, zinc ion binding, reproduction, anatomical structure development, anatomical structure formation involved in morphogenesis, ion binding, cell, sequence-specific DNA binding transcription factor activity, branching involved in open tracheal system development, RNA polymerase II core promoter proximal region sequence-specific DNA binding, cellular component assembly, RNA polymerase II core promoter proximal region sequence-specific DNA binding transcription factor activity involved in negative regulation of transcription, nucleic acid binding transcription factor activity, RNA polymerase II distal enhancer sequence-specific DNA binding, compound eye corneal lens morphogenesis, R1/R6 development, organelle	BTB/POZ-like, BTB/POZ, Zinc finger, C2H2, AT hook, DNA-binding motif, BTB/POZ fold, Zinc finger, C2H2-like, Zinc finger C2H2-type/integrase DNA-binding domain
**Dioxin**					
*ana*	*Anachronism*	Secreted glial glycoprotein; inhibits neuroblast proliferation, is homologous to Transforming Growth Factor-beta, N-terminal	[66], [67]	growth factor activity, extracellular region, cell differentiation, biological_process, molecular_function, negative regulation of neuroblast proliferation, growth, cellular_component, anatomical structure development	Transforming growth factor-beta, N-terminal
*CG16727*	*CG16727*	Organic cation transmembrane transporter	[68]	transport, organic cation transmembrane transporter activity, biological_process, molecular_function, cellular_component, integral to membrane, transmembrane transport, transmembrane transporter activity	Major facilitator superfamily domain, Major facilitator superfamily domain, general substrate transporter, General substrate transporter
*nimC2*	*Nimrod C2*	Encode proteins containing various number of NIM repeats, phagocytosis,	[69]	transport, protein binding, biological_process, vesicle-mediated transport, phagocytosis, molecular_function, cellular_component, integral to membrane	Cysteine rich repeat, tripleX, Epidermal growth factor-like domain
*CG13116*	*CG13116*	Unknown function	**	No data	No data
*CG14082*	*CG14082*	Unknown function	**	No data	No data
*CG13075*	*CG13075*	Unknown function	**	extracellular region, biological_process, molecular_function, chitin binding, cellular_component, chitin metabolic process	No data
*CG34386*	*CG34386*	Unknown function	**	No data	No data
**Toluene**					
*Cyp12d1-p*	*Cyp12d1-p*	Cytochrome P450, E-class, group I; response to insecticide	[70]–[72]	oxidoreductase activity, iron ion binding, cytoplasm, response to insecticide, intracellular, response to DDT, heme binding, biological_process, molecular_function, electron carrier activity, cellular_component, mitochondrion, oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, ion binding, cell, oxidation-reduction process, organelle	Cytochrome P450, Cytochrome P450, conserved site, Cytochrome P450, E-class, group I
*Fer3*	*Fer3*	Transcription factor that binds to the E-box and functions as inhibitor of transcription. DNA binding requires dimerization with an E protein. Inhibits transcription activation by ASCL1/MASH1 by sequestering E proteins	[73], [74]	regulation of transcription, DNA-dependent, intracellular, biological_process, molecular_function, protein dimerization activity, nucleus, cellular_component, cell, sequence-specific DNA binding transcription factor activity, nucleic acid binding transcription factor activity, organelle	Helix-loop-helix domain
*CG2065*	*NADP-retinol dehydroge*	Oxidoreductase; takes part in the metabolic process	[75], [76]	oxidoreductase activity, metabolic process, biological_process, molecular_function, nucleotide binding	Glucose/ribitol dehydrogenase, Short-chain dehydrogenase/reductase SDR, NAD(P)-binding domain
*CG30427*	*CG30427*	Fatty acyl-CoA reductase; involved in phagocytosis and determination of adult lifespan	[77]	oxidoreductase activity, transport, phagocytosis, engulfment, biological_process, vesicle-mediated transport, molecular_function, nucleotide binding, fatty-acyl-CoA reductase (alcohol-forming) activity, membrane organization	Male sterility, NAD-binding, NAD(P)-binding domain, Fatty acyl-CoA reductase
*CG34447*	*CG34447*	Triglyceride lipase, involved in lipid metabolic process	**	triglyceride lipase activity, biological_process, molecular_function, lipid metabolic process, cellular_component	Lipase, Lipase, N-terminal
*Spn28Da*	*Serpin 28Da*	Serine-type endopeptidase inhibitor; involved in reproduction	[78], [79]	serine-type endopeptidase inhibitor activity, negative regulation of proteolysis, enzyme regulator activity, biological_process, molecular_function	Serpin domain, Protease inhibitor I4, serpin, conserved site, Serpin family
*Spn3*	*Serpin 38F*	Serine-type endopeptidase inhibitor, involved in reproduction and defense response to Gram-negative bacterium	[80]–[85]	serine-type endopeptidase inhibitor activity, negative regulation of proteolysis, extracellular space, response to stress, extracellular region, enzyme regulator activity, biological_process, molecular_function, defense response to Gram-negative bacterium, cellular_component, reproduction, multicellular organism reproduction	Serpin domain, Serpin family
*CG13131*	*CG13131*	Unknown function	**	No data	No data
**Down-regulated genes**					
**Irradiation**					
*CG11891*	*CG11891*	Unknown function	**	molecular_function, transferase activity, transferring phosphorus-containing groups	No data
*CG13323*	*CG13323*	Unknown function	**	No data	No data
*CG18180*	*CG18180*	Serine-type endopeptidase activity, proteolysis with a possible role in immune function	[86]	peptidase activity, biological_process, molecular_function, proteolysis, catalytic activity, serine-type endopeptidase activity	Peptidase cysteine/serine, trypsin-like, Peptidase S1/S6, chymotrypsin/Hap, active site, Peptidase S1A, chymotrypsin-type, Peptidase S1/S6, chymotrypsin/Hap
*CG42751*	*CG42751*	Unknown function	**	No data	No data
*CG6295*	*CG6295*	Hydrolase, lipid metabolic process	[87]	triglyceride lipase activity, biological_process, molecular_function, lipid metabolic process, phosphatidylcholine 1-acylhydrolase activity	Lipase, Lipase, N-terminal, Dol/Ves 1 allergen
*CG6675*	*CG6675*	Hydrolase, lipid metabolic process	**	lipase activity, biological_process, molecular_function, lipid metabolic process	Lipase, Lipase, N-terminal
*CG9360*	*CG9360*	Oxidoreductase activity	**	oxidoreductase activity, oxidoreductase activity, acting on CH-OH group of donors, metabolic process, biological_process, molecular_function, nucleotide binding	Glucose/ribitol dehydrogenase, Short-chain dehydrogenase/reductase SDR, NAD(P)-binding domain
*Cyp6a2*	*Cytochrome P450–6a2*	Is involved in the breakdown of synthetic insecticides and involved in the metabolism of insect hormones.	[88]	oxidoreductase activity, iron ion binding, response to insecticide, intracellular, membrane, heme binding, intracellular membrane-bounded organelle, biological_process, molecular_function, response to caffeine, electron carrier activity, cellular_component, oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, ion binding, cell, oxidation-reduction process, organelle	Cytochrome P450, Cytochrome P450, conserved site, Cytochrome P450, E-class, group I
*Cyp6a20*	*Cyp6a20*	Monooxygenase, oxidoreductase, electron carrier activity, heme binding, iron ion binding, takes part in aggressive behavior and defense response to Gram-negative bacterium	[89]	oxidoreductase activity, iron ion binding, intracellular, membrane, aggressive behavior, heme binding, intracellular membrane-bounded organelle, biological_process, molecular_function, electron carrier activity, cellular_component, oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, ion binding, cell, oxidation-reduction process, organelle	Cytochrome P450, Cytochrome P450, conserved site, Cytochrome P450, E-class, group I
*Fer3*	*Fer3*	Transcription factor that binds to the E-box and functions as inhibitor of transcription. DNA binding requires dimerization with an E protein. Inhibits transcription activation by ASCL1/MASH1 by sequestering E proteins	[73], [74]	regulation of transcription, DNA-dependent, intracellular, biological_process, molecular_function, protein dimerization activity, nucleus, cellular_component, cell, sequence-specific DNA binding transcription factor activity, nucleic acid binding transcription factor activity, organelle	Helix-loop-helix domain
*GstE3*	*Glutathione S transferase E3*	Glutathione transferase activity, response to oxidative stress, resistance to insecticides	[90], [91]	protein binding, glutathione transferase activity, cellular amino acid metabolic process, transferase activity, transferring alkyl or aryl (other than methyl) groups, biological_process, molecular_function, glutathione metabolic process, sulfur compound metabolic process, small molecule metabolic process	Glutathione S-transferase, C-terminal, Glutathione S-transferase, N-terminal, Glutathione S-transferase, C-terminal-like, Thioredoxin-like fold, Glutathione S-transferase/chloride channel, C-terminal
*Keap1*	*Keap1*	Actin binding, defends organisms against the detrimental effects of oxidative stress	[92], [93]	response to oxidative stress, protein binding, response to stress, biological_process, molecular_function, cytoskeletal protein binding, actin binding	BTB/POZ-like, BTB/POZ, BTB/Kelch-associated, BTB/POZ fold, Kelch repeat type 1, Kelch-type beta propeller
**Dioxin**					
*CG12519*	*CG12519*	Unknown function	**	No data	No data
*CG18048*	*CG18048*	Methyltransferase, Transferase, tRNA processing	**	biological_process, molecular_function, methyltransferase activity, tRNA processing, tRNA metabolic process, cellular nitrogen compound metabolic process	Methyltransferase TRM13, TRM13/UPF0224 family, U11–48K-like CHHC zinc finger domain, Zinc finger, CCCH-type, TRM13
*HLH3B*	*Helix loop helix protein 3B*	Sequence specific DNA- binding proteins that act as transcription factors,control of cellular proliferation to tissue differentiation, takes part in neurogenesis	[94], [95]	intracellular, molecular_function, protein dimerization activity, nucleus, cellular_component, cell, sequence-specific DNA binding transcription factor activity, nucleic acid binding transcription factor activity, organelle	Helix-loop-helix domain
**Toluene**					
*Cda9*	*Chitin deacetylase-like 9*	Hydrolase activity, acting on carbon-nitrogen (but not peptide) bonds, catalyze the N-deacetylation of chitin to form chitosan	[96], [97]	hydrolase activity, acting on carbon-nitrogen (but not peptide) bonds, biological_process, molecular_function, carbohydrate metabolic process, catalytic activity	Glycoside hydrolase/deacetylase, beta/alpha-barrel, Polysaccharide deacetylase
*CG10357*	*CG10357*	The orthologous GABACl, takes part ininhibitory neurotransmission	[98]	triglyceride lipase activity, biological_process, molecular_function, lipid metabolic process	Lipase, Lipase, N-terminal
*CG14538*	*CG14538*	Unknown function	**	No data	No data
*CG15308*	*CG15308*	Unknown function	**	No data	No data
*CG15533*	*CG15533*	Sphingomyelin phosphodiesterase activity	[60]	catabolic process, biological_process, sphingomyelin phosphodiesterase activity, sphingomyelin catabolic process, molecular_function, lipid metabolic process, hydrolase activity, sphingomyelin metabolic process	Saposin B, Sphingomyelin phosphodiesterase, Metallophosphoesterase domain
*CG15534*	*CG15534*	Sphingomyelin phosphodiesterase activity	[60]	catabolic process, biological_process, sphingomyelin phosphodiesterase activity, sphingomyelin catabolic process, molecular_function, lipid metabolic process, hydrolase activity, sphingomyelin metabolic process	Saposin B, Sphingomyelin phosphodiesterase, Metallophosphoesterase domain
*CG34423*	*CG34423*	Negative regulation of catalytic activity, negative regulation of nucleotide metabolic process	**	cytoplasm, intracellular, negative regulation of nucleotide metabolic process, enzyme regulator activity, biological_process, molecular_function, cellular_component, enzyme inhibitor activity, mitochondrion, cell, organelle	ATPase inhibitor, IATP, mitochondria
*CG4452*	*CG4452*	Unknown function	**	No data	No data
*Cp7Fb*	*Chorion protein b at 7F*	Is essential for vitelline membrane integrity	[99]	chorion-containing eggshell formation, cell differentiation, biological_process, cellular_component, reproduction, chorion, anatomical structure development, anatomical structure formation involved in morphogenesis, cell, external encapsulating structure	No data
*Cpr72Ec*	*Cuticular protein 72Ec*	Structural constituent of cuticle	[100]	structural molecule activity, structural constituent of cuticle, molecular_function, structural constituent of chitin-based cuticle	Insect cuticle protein
*Dop2R*	*Dopamine 2-like receptor*	G-protein coupled receptor, function as autoreceptors and regulate the release of dopamine	[101], [102]	G-protein coupled receptor activity, signal transducer activity, biological_process, molecular_function, dopamine receptor signaling pathway, cellular_component, integral to membrane, signal transduction, G-protein coupled amine receptor activity, G-protein coupled receptor signaling pathway, dopamine neurotransmitter receptor activity, dopamine neurotransmitter receptor activity, coupled via Gi/Go	Dopamine receptor, GPCR, rhodopsin-like, 7TM, GPCR, rhodopsin-like
*Gr39a*	*Gustatory receptor 39a*	Chemoreception, gustatory response.	[103]–[105]	male courtship behavior, sensory perception of taste, neurological system process, signal transducer activity, biological_process, molecular_function, taste receptor activity, cellular_component, integral to membrane, reproduction	7TM chemoreceptor
*Npc1b*	*Niemann-Pick type C-1b*	Hedgehog receptor activity, takes part in molecular mechanisms by which dietary cholesterol is trafficked within cells	[106], [107]	dorsal closure, plasma membrane, embryo development, transport, membrane, signal transducer activity, biological_process, molecular_function, cellular_component, integral to membrane, hedgehog receptor activity, central nervous system development, peripheral nervous system development, intestinal cholesterol absorption, anatomical structure development, cell	Patched, Sterol-sensing domain
*Osi8*	*Osiris 8*	Integral to plasma membrane, is required for Toll activation by Gram-positive bacterial infection, takes part in the immune response,	[108], [109]	plasma membrane, biological_process, molecular_function, integral to plasma membrane, cellular_component, cell	Protein of unknown function DUF1676
*RpL7-like*	*Ribosomal protein L7-like*	Ribonucleoprotein, ribosomal protein, takes part in neurogenesis	[110]	cytosol, ribosome, cytoplasm, intracellular, neurogenesis, structural molecule activity, translation, cell differentiation, biological_process, molecular_function, structural constituent of ribosome, biosynthetic process, cellular_component, cytosolic large ribosomal subunit, anatomical structure development, cell, organelle	Ribosomal protein L30, ferredoxin-like fold domain, Ribosomal protein L7, eukaryotic

* Gene names were obtained from http://flybase.org.

** http://www.uniprot.org.

*** According to Gene Expression Atlas, http://www.ebi.ac.uk/gxa.

**Table 3:** Relative mRNA level for 8 genes under different influences.

Gene	Influence	Gender	R
*sug*	Ionizingradiation	M	2.4 (1.9–3.1)
		F	1.9 (1.7–2.1)
*ttk*		M	1.2 (1.0–1.4)
		F	2.0 (1.9–2.1)
*ana*	dioxin	M	2.2 (1.9–2.5)
		F	1.9 (1.7–2.1)
*CG16727*		M	2.6 (2.4–2.8)
		F	1.9 (1.6–2.2)
*Cyp12d1-p*	toluene	M	1.6 (1.5–1.7)
		F	1.6 (1.5–1.7)
*Fer3*		M	2.0 (1.9–2.2)
		F	1.5 (1.4–1.7)
*CG2065*		M	1.8 (1.6–2.1)
		F	1.5 (1.4–1.6)
*CG34447*		M	1.8 (1.7–1.9)
		F	2.4 (2.0–3.0)

Note: qPCR data. R – relative mRNA level (n-fold increase), in parenthesis a range of mRNA level differences is shown. M – male; F – female.

## Discussion

Our data revealed both significant similarities and differences in differential gene expression and the activity of biological processes under the influence of ionizing radiation, dioxin, formaldehyde, and toluene. The similarity of ionizing radiation, toluene, and formaldehyde may be because all three induce oxidative stress in cells and cause DNA damage. DNA is the most vulnerable structure of the cell. DNA determines cellular activity by coding proteins, but a cell has only two copies of each DNA molecule. Hence, while intact copies can replace other damaged macromolecules, DNA damage can lead to disruptive consequences. Genotoxicants cause heritable (across generations of cells or organisms) changes that affect human health and biodiversity of biota; they cause heritable adverse effects in offspring, the occurrence of cancer, and accelerated aging [39]–[41]. At the same time, due to DNA or other cell-structure damage, the cell stress response occurs, including sensing damage and the induction of the expression of certain genes. Adverse factors can damage intracellular signaling proteins that mediate the regulation of gene expression. For example, ionizing radiation is capable of causing the formation of reactive oxygen species that damage protein, including regulatory protein [42]. Formaldehyde promotes the formation of protein-protein and DNA-protein crosslinks [43], [44]. 2,3,7,8-tetrachlorodibenzo-p-dioxin, which is not directly genotoxic, binds to the aryl hydrocarbon receptor AhR, an intracellular protein that is a transcriptional enhancer affecting the expression of important genes [10], [45], [46].

Some of the observed transcriptional changes in stress can be regarded as protective and adaptive in nature (cell cycle arrest, induction of antioxidant and DNA repair systems, molecular chaperones), while the rest are related to the dysfunction of cellular systems (violation of redox and biosynthetic processes). In our previous *Drosophila* experiments we observed low doze radiation protective effect on lifespan [17], [47], [48]. We can consider the following as examples of protective changes identified in the present experiment: the changes in the levels of gene expression of proteasome, nucleotide and base excision repair, mismatch repair, ubiquitin-dependent proteolysis, heat shock proteins, and basal transcription factors.

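Families named in this context were looked up by symbol. Proteasome genes were few: 1 down-regulated in irradiated males, 1 up and 2 down in irradiated females, 1 down in dioxin-treated females and 3 down in toluene-treated females. Heat shock protein genes were up-regulated in most cases, 9 of 10 in dioxin-treated females and 6 of 8 in toluene-treated females. In males, 3 of 4 rose after each of dioxin and toluene, and both listed after irradiation rose. In irradiated females the only listed gene, Hsp23, was down-regulated. Hsp83 rose 2.43-fold after irradiation (FDR 2.3e-06), 1.75-fold after dioxin (FDR 4.1e-08) and 1.72-fold after toluene (FDR 6.2e-06) in males. Genes of the DNA damage response numbered 1 in irradiated males, 1 in irradiated females, 1 in dioxin-treated males and 2 in toluene-treated males, all down-regulated. They were Gadd45, Xrp1, mre11 and Corp, and do not stand for all repair genes. Msh6, a mismatch repair gene that Table S2 gives as raised in males by irradiation, dioxin and toluene, was not among them. Against the other genes of each list, no heat shock family passed the threshold (smallest adjusted p = 0.241 by Fisher's exact test, toluene males). The up-regulated list of irradiated males, to which Hsp83 belongs, went from 201 to 67 transcripts at a false discovery rate below 0.01. The paper regards changes in these processes as examples of protective changes.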

As mentioned before, ascorbate and aldarate metabolism and retinol metabolic pathways are present in the dioxin, formaldehyde, radiation, and toluene gene lists. Previous studies demonstrated the correlation between all these types of stress and retinol metabolism [49]–[51], but there is no information about the correlation between these types of stress and the ascorbate and aldarate metabolic pathway. This leads us to believe that this is a new unknown marker of dioxin, formaldehyde, and toluene treatments. In living organisms, ascorbate acts as an antioxidant by protecting the body against oxidative stress [52]. Ascorbate also plays a role in oxidative protein folding in the endoplasmic reticulum [53].

We observed altered metabolism of xenobiotics by cytochrome P450 under the influence of dioxin and toluene in females and, to a lesser extent, in males. 

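In dioxin-treated females, 15 cytochrome P450 genes were up-regulated and none down-regulated, and in toluene-treated females 16 and none. In males, 6 were down-regulated by dioxin and none up-regulated, and toluene lowered 15 and raised 3. The largest change in females was 3.44-fold after dioxin and 2.68-fold after toluene. In males the largest was 1.60-fold after dioxin and 3.04-fold after toluene. The females' share of up-regulated genes differed from that of the other genes after toluene (adjusted p = 0.00019 by Fisher's exact test) but not after dioxin (adjusted p = 0.096), and neither changed side under the alternatives. The paper concludes that cytochrome P450 metabolism of xenobiotics was altered by dioxin and toluene in females and less so in males.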

From previously published data, we know that 2,3,7,8-tetrachlorodibenzo-p-dioxin dose-dependently induces expression of cytochrome P450 1A1 [54].

The changes in some of the signaling pathway genes are most likely adaptive as well. We have seen changes in TOR-signaling and cell differentiation signaling (Notch, TGF-beta, Jak-STAT, Hedgehog, Wnt). For example, activation of Sonic hedgehog signaling protects carcinoma cells against ionizing radiation [55]. A change in TGF-beta signaling has been previously detected after radiation [56] and dioxin influences [57]. Changes in Notch signaling have been previously identified under the action of ionizing radiation [58]. Activation of the Jak/STAT pathway has been previously detected after exposure to high-density neutron irradiation [58]. The Wnt pathway has been activated by X-rays [59] and dioxin [54]. Despite previous work demonstrating alterations in the mentioned signaling pathways after various kinds of stress, the change in the four studied factors was detected first in this work. We can assume that adaptive changes are reproducible for different stressors, because they were formed as a result of the long evolution of a non-specific stress response.

The effects of cell malfunctions have a stochastic or a sex- and stress-specific character. For example, glycolysis and the metabolism of both tyrosine and phenylalanine changed primarily under the influence of dioxin and toluene. However, the change in the metabolism of aspartate, glutamate, and alanine was sex-specific (some genes went up, some down): in females after exposure to dioxin and toluene, and in males after exposure to irradiation. Dysfunction likely relates to the observed change in the gene expression of DNA replication, ribosome, RNA transport, and biosynthetic pathways (synthesis of various amino acids and nucleotides).

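Table 2 names 2 up-regulated genes for irradiation, and both were listed in both sexes, as were 11 of its 12 down-regulated ones. For dioxin, 6 of 7 up-regulated and 3 of 3 down-regulated genes were listed in both sexes, and for toluene 8 of 8 and 13 of 15. CG11891 for irradiation and CG14082 for dioxin were in the annotation but on neither list under that symbol, CG14538 has no entry in the annotation under that symbol, and Dop2R was listed for toluene in females only. In females the authors' unadjusted p was above 0.05 for 17 genes, all of toluene, and in males for 4. Only 4 genes, all of irradiation, had a Benjamini-Hochberg adjusted p below 0.05 in both sexes. At a false discovery rate below 0.01, the genes found in both sexes and on no other list were 1 up and 3 down for irradiation, 2 and 2 for dioxin, and 2 and 4 for toluene. The paper bases its list of treatment-specific genes on the change in both sexes.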

In the analysis of differentially expressed transcripts, we prepared a list of genes unique to each treatment that reproducibly increase or decrease their levels in both males and females (Table 2). For 8 of these genes expression level alterations were validated using qPCR (Table 3). 

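The gene sugarbabe (sug) rose after irradiation from 1079 to 2339 mean normalized reads in males (log fold change 0.773, standard error of the difference 214, FDR 0.002) and from 739 to 1295 in females (log fold change 0.561, standard error 129, FDR 1.2e-08). Its Benjamini-Hochberg adjusted p was 3.0e-06 in males and 0.0062 in females, from the authors' Wald p. The gene tramtrack (ttk) rose from 134 to 276 normalized reads in males (log fold change 0.719, standard error 29.9, FDR 0.035) and from 1234 to 1622 in females (log fold change 0.273, standard error 147, FDR 0.0069); different transcripts had the smallest FDR in the sexes. Its adjusted p was 0.00026 in males and 0.512 in females. Neither gene was on a list of another treatment. At a false discovery rate below 0.01, of these genes only 1 stayed in both sexes. The paper takes the rise of both transcription factors in both sexes as reproducible.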

In the case of radiation exposure, both sexes reproducibly exhibited increased expression of the transcription factors *sugarbabe* and *tramtrack*. Sugarbabe is a transcriptional repressor involved in the regulation of nutrient response and starvation-induced stress [60]. Tramtrack transcription factor controls Notch-dependent cell cycle regulation [61]. After irradiation decreased expression of the genes responsible for immunity (*CG18180, Cyp6a20*), lipid metabolism (*CG6295, CG6675)*, oxidative stress response (*CG9360, Keap1, Glutathione S transferase E3*), aggressive behavior (*Cyp6a20*), detoxification of synthetic insecticides (*Cytochrome P450-6a2, Glutathione S transferase E3*), inhibition of transcription and several genes with unknown function (Table 3). 

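After irradiation, CG18180 (3L, 9641013 to 9641913) went from 35359 to 10530 mean normalized reads in males (log fold change -1.21, FDR 0.013) and from 13504 to 2975 in females (-1.51, FDR 0.002). Cyp6a20 (2R, 14882118 to 14884046) had log fold changes of -0.855 in males and -0.874 in females, Cyp6a2 (2R, 6779749 to 6781491) -1.20 and -1.46, GstE3 (2R, 18400713 to 18401467) -0.840 and -0.909, and Keap1 (3R, 17073942 to 17079945) -0.803 and -0.506. The lipid metabolism genes CG6295 (3R, 27005899 to 27007055) and CG6675 (2L, 22108964 to 22110449) had -0.357 and -0.408 in males and -1.17 and -0.440 in females. For Keap1 the difference in males was from 558 to 250 normalized reads (standard error 49.8, FDR 2.3e-06). Keap1 was up-regulated by toluene in males (433 to 702 normalized reads, FDR 0.00017), CG9360 (X, 11763474 to 11764590) by toluene in females (600 to 745, FDR 0.033), and Fer3 by toluene in both sexes. With the stricter limit of 0.01 for every list, 3 down-regulated genes were in both sexes and on no other list. Of these, 2 are in Table 2. The paper groups the genes lowered by radiation by function, among them immunity, lipid metabolism, oxidative stress response and detoxification.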

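Under dioxin, anachronism (ana) rose from 138 to 194 mean normalized reads in males (standard error of the difference 19.2, FDR 0.022) and from 246 to 346 in females (standard error 33.2, FDR 4.3e-05). CG16727 rose from 850 to 1120 in males (standard error 102, FDR 0.049) and from 56.5 to 105 in females (standard error 21.4, FDR 0.0059). CG13116 (2L, 9729940 to 9730945) rose 1.70-fold and 2.00-fold, and NimC2 (2L, 13980126 to 13983269) 3.30-fold and 2.53-fold. CG13075 (3L, 16083993 to 16085264) rose after dioxin in both sexes and went from 85.3 to 56.7 normalized reads after irradiation in females (FDR 0.00077). CG14082 was on neither list under that symbol. None of these genes had a Benjamini-Hochberg adjusted p below 0.05 in either sex, and at a false discovery rate below 0.01 only 2 up-regulated genes unique to dioxin were left. The paper lists ana, CG16727 and several genes of unknown function as raised by dioxin.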

Under dioxin treatment, the metabolic gene *anachronism*, *CG16727*, and several genes with unknown function were up-regulated. Such genes as *CG12519, CG18048, Helix loop helix protein 3B* were down-regulated (Table 3). 

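CG12519 (3L, 19472491 to 19473145) went from 2.33 to 0.0581 mean normalized reads in dioxin-treated males (standard error of the difference 0.917, FDR 0.0063) and from 57.1 to 21.8 in females (standard error 12.2, FDR 0.0011). HLH3B (X, 2680199 to 2681723), a helix-loop-helix protein gene, went from 7.27 to 2.80 in males (standard error 1.79, FDR 0.0063) and from 11.8 to 3.52 in females (standard error 2.97, FDR 0.0028). CG18048 (3R, 6346111 to 6347519) went from 107 to 74.4 in males (standard error 11.3, FDR 0.0011) and from 1002 to 807 in females (standard error 94.5, FDR 0.045). No other treatment listed these genes. The Benjamini-Hochberg adjusted p was 0.208 or more for each of them in each sex, from the authors' Wald p. With the stricter false discovery rate of 0.01, 2 of the 3 genes were left. The paper lists them as lowered by dioxin.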

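In males, Cyp12d1-p rose after toluene from 380 to 564 mean normalized reads (standard error of the difference 58.8, FDR 0.033), Fer3 from 90.2 to 194 (standard error 28.6, FDR 0.0062), CG2065 from 1316 to 2098 (standard error 223, FDR 0.0097) and CG30427 (2R, 24928747 to 24937477) from 507 to 751 (standard error 66.9, FDR 0.0062). In females these genes rose 1.59-fold, 1.63-fold, 1.43-fold and 1.66-fold, with FDR between 0.0066 and 0.028 and an unadjusted p between 0.077 and 0.137 by the authors' test. Spn28Da (2L, 7887693 to 7889129) and Spn38F (2L, 20836621 to 20837985), the current symbol of Spn3, rose 1.46-fold and 1.40-fold in males, and in females from 0.462 to 1.86 and from 0.595 to 1.84 normalized reads. Cyp12d1-p was down-regulated by irradiation in females, and Fer3 and CG2065 by irradiation in both sexes. Among the lowered genes, Cda9 (2R, 17128480 to 17130334) went from 176 to 103 normalized reads in males and from 252 to 143 in females, and Cpr72Ec (3L, 16365894 to 16367340) from 1202 to 790 and from 991 to 372. CG15533 (3R, 30428820 to 30431362) fell to 0.531 of the control in males and 0.0995 in females. Gr39a (2L, 21290734 to 21297686) had means of 5.92 normalized reads or fewer and was raised by irradiation and dioxin in females. Dop2R (X, 20004680 to 20062706) was listed in females only, from 43.0 to 32.3. Of the 5 up-regulated genes unique to toluene, none kept an unadjusted p below 0.05 in both sexes, an alternative chosen after seeing the data. The paper groups these genes by function. It lists toxic response and metabolic genes as activated, and genes of the external skeleton, taste, cholesterol metabolism and the nervous system as deactivated.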

Toluene activated the toxic response gene *Cyp12d1-p*; transcription factor *Fer3*’s gene; the metabolic genes *CG2065*, *CG30427*, and *CG34447;* and the genes *Spn28Da* and *Spn3*, which are responsible for reproduction and immunity but deactivated genes responsible for formation of external skeleton (*Chitin deacetylase-like 9, Cuticular protein 72Ec*), phosphodiesterase activity (*CG15533, CG15534*), gustatory response (*Gustatory receptor 39a*), cholesterol metabolism (*Niemann-Pick type C-1b*), functioning of nervous system, (*CG10357*, *Ribosomal protein L7-like, Dopamine 2-like receptor*), nucleotide metabolic process (*CG34423*), vitelline membrane integrity (*Chorion protein b at 7F*), immune response (*Osiris 8*) (Table 3). It is interesting to note altered metabolism of cytochrome P450 under the influence of dioxin and toluene in females and, to a lesser extent, in males. 

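Cyp12d1-p, on 2R from 11117225 to 11121884, had 157 mean normalized reads in toluene-treated females and 99.2 in controls, and 564 against 380 in males. In females the authors' unadjusted p was 0.137 and the FDR 0.028, and in males 0.0018 and 0.033. Across the family, 5 of the 15 genes up-regulated by dioxin in females and 7 of the 16 up-regulated by toluene had an unadjusted p above 0.05, and 2 and 3 had a Benjamini-Hochberg adjusted p below 0.05. In males the listed genes were 6 after dioxin and 18 after toluene, with 1 and 6 passing that adjustment. Irradiation lowered 8 of 9 listed genes in females and 5 of 6 in males, with changes of up to 11.0-fold and 8.33-fold. Counted by transcripts, all listed cytochrome P450 transcripts of toluene-treated females were likewise up-regulated (100%). The paper notes altered cytochrome P450 metabolism under dioxin and toluene in females and less in males.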

From previously published data, we know that 2,3,7,8-tetrachlorodibenzo-p-dioxin dose-dependently induces expression of cytochrome P450 isoforms [62]. CYP450s use electrons from their cofactors to catalyze activation of molecular oxygen, leading to substrate oxidation for different goals - steroid hormones synthesis, degradation of xenobiotics (organic toxins).

In our opinion, list of genes unique to each treatment can be considered a gene expression signature and can be used for biomonitoring and biosensing of dioxins, toluene and low doses of radiation, in the model *Drosophila*.

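The genes that the deposited tables list in both sexes for one treatment and for no other treatment were 2 up-regulated and 8 down-regulated for irradiation, 5 and 3 for dioxin, and 5 and 11 for toluene. Keap1, CG9360 and Fer3, in Table 2 as lowered by irradiation, were raised by toluene; Fer3 stands in Table 2 for both treatments, with opposite directions. In toluene-treated females the unadjusted p of the 8 up-regulated genes of Table 2 ran from 0.056 to 0.167 by the authors' test. For irradiation, 2 up-regulated and 11 down-regulated genes were listed in both sexes, all with an unadjusted p of 0.023 or less. Only irradiation had genes with a Benjamini-Hochberg adjusted p below 0.05 in both sexes, 1 up-regulated and 3 down-regulated. At a false discovery rate below 0.01 the up-regulated genes were 1, 2 and 2 for irradiation, dioxin and toluene. From the specificity of such genes the paper proposes that they can serve as signatures for biomonitoring in Drosophila.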

## Supporting Information

Table S1 **Significant gene lists (with, FDRs and log fold changes).** *Notes:* muA, muB - mean of normalysed read numbers, lfc indicates the logarithmic foldness of UP- or DOWN-regulation, difExpr - the differences between comparison groups, stats - wald test statistic, pval – p-values. IM, DM, TM, FM, IF, DF, TF, FF are abbreviations of irradiation (I), dioxin (D), toluene (T) and formaldehyde (F) treatments for males (M) and females (F), accordingly. *Notes:* Genes involved in response more than 2 different influences are highlighted in bold. GO functions for gene lists are obtained from online tool g:Profiler (http://biit.cs.ut.ee/gprofiler/index.cgi) IM, DM, TM, FM, IF, DF, TF, FF are abbreviations of irradiation (I), dioxin (D), toluene (T) and formaldehyde (F) treatments for males (M) and females (F), accordingly.
(XLSX) Click here for additional data file.

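In these sheets, muA is the mean of the treated group and muB that of the control group, since in every row the log fold change is the natural logarithm of muA over muB after 0.5 is added to each. For Hsp83 in irradiated males, for example, muA was 31070 and muB 12800 normalized reads, which gives a log fold change of 0.887. The column difExpr is muA minus muB, and stats is that difference divided by its standard error. The p follows from stats under the normal distribution. Because 0.5 is added, the log fold change of low transcripts is smaller than their plain ratio gives. CG34447 in toluene-treated females, with 1.83 against 0.0633 normalized reads, has a log fold change of 1.42 and a plain ratio of 28.9. That control mean is the lowest of its list, shared by 189 transcripts, so the plain ratio rests on a floor value. Among the deposited tables, 2 rows in all had no values and were left out.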

Table S2 **The list of overlapped genes for different influences and their functions.** *Notes:* Genes involved in response more than 2 different influences are highlighted in bold. GO functions for gene lists are obtained from online tool g:Profiler (http://biit.cs.ut.ee/gprofiler/index.cgi). IM, DM, TM, FM, IF, DF, TF, FF are abbreviations of irradiation (I), dioxin (D), toluene (T) and formaldehyde (F) treatments for males (M) and females (F), accordingly.
(DOCX) Click here for additional data file.

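Table S2 pairs the lists of treatments within one sex and direction and names the genes in each overlap. The same overlaps were computed from the deposited tables by genes. Dioxin and toluene shared 75 up-regulated and 175 down-regulated genes in males and 465 and 176 in females. Dioxin and irradiation shared 47 and 61 in males and 183 and 72 in females, and toluene and irradiation 45 and 114 in males and 178 and 79 in females. Genes listed for 3 or more treatments, which the table sets in bold, were by this count 28 up-regulated in males, 47 down-regulated in males for 3 treatments and 1 for all 4, and 127 up-regulated and 37 down-regulated in females. Transcripts without a match in the annotation are left out of these counts.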

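The table names the genes behind each pathway before other genes were added by their distance in an interaction database. The genes named for toluene were all found on the deposited toluene lists, 7 in males and 5 in females. In males, lambdaTry, iotaTry and Amy-p (2R, 17118636 to 17120303; 23904 to 13961 mean normalized reads, standard error of the difference 1965, FDR 2.1e-09) were lowered and Hsp83 and Keap1 raised. In females, Oat (3L, 19647280 to 19649851) was lowered from 472 to 271 (standard error 41.4, FDR 1.0e-16) and Men (3R, 12713103 to 12722442) raised from 4234 to 6938 (standard error 616, FDR 1.5e-14). GstE3 and Keap1, named for formaldehyde males, were on the list of irradiated males but not on that of formaldehyde. Pepck is named for irradiated females, and the gene now called Pepck1 rose from 2688 to 8592 normalized reads on that list. Hn (3L, 7760453 to 7763166), named for females after irradiation, dioxin and formaldehyde, was on the dioxin list (740 to 1844 normalized reads, FDR 7.8e-07) and not on those of irradiation and formaldehyde.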

Table S3 **List of KEGG pathways, corresponding to top100 differentially expressed genes after every treatment before enrichment procedure.** *Notes:* IM, DM, TM, FM, IF, DF, TF, FF are abbreviations of irradiation (I), dioxin (D), toluene (T) and formaldehyde (F) treatments for males (M) and females (F), accordingly.
(XLSX) Click here for additional data file.

# Supplementary material for: Mining Gene Expression Data for Pollutants (Dioxin, Toluene, Formaldehyde) and Low Dose of Gamma-Irradiation
**Source:** PLoS One. 2014 Jan 24;9(1):e86051. doi: 10.1371/journal.pone.0086051
**Supplement:** Table S2 — The list of overlapped genes for different influences and their functions. Notes: Genes involved in response more than 2 different influences are highlighted in bold. GO functions for gene lists are obtained from online tool g:Profiler (http://biit.cs.ut.ee/gprofiler/index.cgi). IM, DM, TM, FM, IF, DF, TF, FF are abbreviations of irradiation (I), dioxin (D), toluene (T) and formaldehyde (F) treatments for males (M) and females (F), accordingly.

Supplementary Table 1. The list of overlapped genes for different influences and their functions.

| Comparison | | Common genes | Gene Ontology Terms |
| --- | --- | --- | --- |
| IM_up | DM_up | **Hsp83,** ptr, **CG43343, mud, CG33017, Su(var)2-10, Msh6, oa2, blue, DnaJ-1, CG1924, CG32816,** CG14880, **ana1, del, Cul-3, CG15824,** CG10492, **ssp3,** Mes-4, **CG14215,** CG15548, **CG17150, CG15086, MCPH1,** ssh, prominin-like, CG41020, CG15376, CG32365, Dhc62B, CG17129, Dhc16F, CG15894, Pp2C1, Ubi-p63E, **lmg, Gr61a, CG13084,** CG8494, heph, Nek2, **nAcRbeta-64B, brp, CG34441, CG13995,** CG42232, Eps-15, **CG42402,** rib, **Lap1, CG42796** | Response to stimulus, regulation of transcription, serotonin receptor signaling, gamete generation, cell differentiation, protein ubiquitination, proteolysis, glycerol-3-phosphate catabolism, chitin metabolism, glucosamine metabolism, mitosis, microtubule-based movement, behavior |
| IM_up | TM_up | **Hsp83, CG43343, mud, CG33017, Su(var)2-10, Msh6,** Fs(2)Ket, **oa2, blue, DnaJ-1, CG1924, CG32816, ana1, del, Cul-3, ssp3,** Sox21b, **CG14215,** CG4022, CG30020, **CG17150, CG15086, MCPH1,** Su(var)2-HP2, CG33288, didum, **CG16778,** CG1632, apt, **lmg, Gr61a,** CG33125, CG8478, **CG13084,** CG14982, CG3288, scrt, **CG34371,** prd, **nAcRbeta-64B, brp, CG34441, CG13995,** Parg, **CG42402, Lap1, CG42796** | Response to abiotic stimulus, gravitaxis, mitotic cell cycle, microtubule-based movement, cell differentiation, Drosophila brain development, proteolysis, carbohydrate derivative catabolic process, glycerol-3-phosphate metabolic process, protein folding, gamete generation, JAK-STAT cascade, serotonin receptor signaling pathway |
| FM_up | DM_up | aret, **Imp** | Response to stimulus, synaptic growth, spermatogenesis |
| DM_up | TM_up | CG13792, **Hsp83, mud,** CG32681, CG14500, **oa2,** CG14669, mei-218, **lmg, CG15086,** Pkd2, **CG14215, blue, CG32816, CG42796, CG13330,** CG8516, mei-217, **del, Imp,** Plod, 5-HT1A, **CG34441, DnaJ-1,** CG10254, **nAcRbeta-64B, brp, CG1924,** CG6908, CG32686, CG5122, **CG17150,** Try29F, **CG42402,** CG5466, **CCHa1r,** CG30419, **beat-IIb,** CG33543, rdo, CG10384, **MCPH1, Cul-3, CG3078,** Tollo, CG16959, **Gr61a,** CG10864, **CG13995,** CG1600, **Lap1,** CG9906, **ssp3,** Cpr23B, **Su(var)2-10,** stg1, CR43087, CG4678, CG32036, **CG43343,** CG11566, CG31270, Dap160Msh6 endoB Hop CG12071 CG6621 CG31211 CG13084 CG8786 CG33143 CG31371 ana1 CG31760 yemalpha CheB93b CG6279 CG33017 CG34362 CG6752 CG43347 CG31817 CG11902 Nmdar1 Hsc70Cb CG15523 Hrs Obp99d robo3 | Reproduction and gamete generation, , response to stimulus, mitotic cell cycle, microtubule-based movement, cell adhesion, membrane invagination, cell differentiation, circadian rhythm, learning or memory, neurogenesis, oxidation-reduction process, chitin metabolism, proteolysis, glycerol-3-phosphate and GTF catabolism, G-protein coupled receptor signaling, RNA splicing, potassium ion transmembrane transport, phagocytosis, serotonin receptor signaling, regulation of protein stability |
| FM_up | TM_up | **Imp** | Synaptic growth, spermatogenesis |
| IF_up | DF_up | **Pepck, Npc2h, CG11459, Cyp4d21, CG11529, Ugt36Bc, malpha, alpha-Est2, CR40469, CG31664, CG11741,** Kr-h1, **CG15096, CG18302, Acp36DE, daw, Or85b, Spn42Db, GNBP3,** CR34335, **Gr39a, MtnC, Sodh-1, CG10581, CG18249,** snoRNA:Or-CD9b, **CG3523, CG15824, CG8509, ato, CG43317, CG7560, Glt, CG34331, CG32667, CG42305, CheB98a, CG32191, CG13455, yellow-f2, CG14205,** CG30047, N, **CG42868, CG3246, CG5527, CG7079, Pu,** snoRNA:Or-CD9a, **CG31326, loopin-1,** CG17781, **CG1773, mt:ATPase6, Cyt-b5-r,** CG9766, **snRNA:7SK, CG43114,** CG7906, CG12209, **CG14823, CG6415,** CG1673, **CG31183, abd-A, mir-2a-1, CG3213,** CG11714, **CG30431, CG30281, CG3348,** skpC, **Gr33a, Ela, CG34327,** Gr64a, **dar1,** Ir54a, CG8147, CG2652, **Ugt37a1, CG4415, Vago, CG9021,** CG1732, can, CG15219, **Obp83ef,** snoRNA:U14:30Eb, **CG8564, CG32833, grh, CG5707, CG43071, CG31778, CG30002, lectin-24A, CG43115,** CG13405, **Tequila,** CG12512, CG14627, **CG5390, CG12061,** CG7781, CG2120, mthl11, **CG13079,** CG42457, **CG30503, CG14629, B-H2,** CG14946, CG9389, Ahcy89E, **pug, CG3927, Spn88Eb, CG18682,** CG32088, CG1545, **CG42876, Rfabg, CG18536, CG13607, CG17325,** CG42561, ac, CG14644, **CG16836, CG3984, TfIIA-S-2,** CG13843, cpo, ninaD, **CG10252,** CG9780, **CG10680, CG13360, Rx,** CG10051, **CG14523, CG14400,** CG15673, **TotF, CG43123,** CG17917, **CG42816, HLH4C,** CG13077, **Dsx, fat-spondin,** ex, **TotA, CG14526, Ser7,** Gr10b, CG34025, **CG8745, Nplp2, CG14527,** CG6262, CG31007, **CG6333, CG42754, Cpr49Ae, CG10512, CG31414, CG43103, CR40679, Obp18a,** CG15042, **CG5171, CG34316, CG10924, His1:CG33801, CG2736,** ACC, **Fmo-1, Dll,** CG15544, CG9920, snoRNA:Me28S-A2113, CheA29a, **CR42653, pncr016:2R,** CG13035, **CG10962, CG2254, snoRNA:Or-CD11,** tw, **CG5973, CG7311, CG11659, dro2, CG9616, CG3597, CG6129,** snoRNA:Me18S-A28a, **CG17681,** Cwo, **Vha68-3, CG17244,** CG31954, scpr-C | Locomotion, response to biotic stimulus, response to chemical stimulus, response to stress, immune system process, protein localization, biological adhesion, cell communication, mitotic cell cycle, cell adhesion, programmed cell death, anatomical structure morphogenesis, oxidation-reduction process, carbohydrate metabolic process, lipid metabolic process, proteolysis, chitin metabolic process, glycerol-3-phosphate metabolic process, cyclic nucleotide metabolic process, protein folding, cellular amino acid catabolic process, transcription from RNA polymerase II promoter, learning or memory, gamete generation, regulation of JNK cascade, positive regulation of Notch signaling |
| IF_up | TF_up | **Pepck, Npc2h, CG11459,** CR32028, **Cyp4d21, CG11529, Ugt36Bc, malpha, alpha-Est2, CR40469, CG31664, CG11741, CG15096, CG18302, Acp36DE, daw,** d, **Or85b, Spn42Db,** gsb-n, **GNBP3, Gr39a, MtnC, Sodh-1, CG10581, CG18249, CG3523, CG15824, CG8509, ato, CG43317,** Acp53C14b, **CG7560,** CG5172, **Glt, CG34331, CG32667,** OdsH, **CG42305, CheB98a,** Spn77Bc, CG33648, **CG32191,** Abd-B, **CG13455, yellow-f2, CG14205, CG42868, CG3246,** yellow-e2, **CG5527, CG7079,** sc, **Pu, CG31326, loopin-1, CG1773, mt:ATPase6, Cyt-b5-r,** pnr, **snRNA:7SK, CG43114,** CG11475, ft, **CG14823, CG6415, CG31183,** CG4744, **abd-A, mir-2a-1, CG3213,** CG32591, **CG30431, CG30281, CG3348, Gr33a, Ela, CG34327, dar1,** Obp56f, CG42525, **CG4415, Vago, CG9021, Obp83ef,** e(y)2b, **CG8564, CG32833, grh,** CG31918, **CG5707,** CG30484, CG30486, **CG43071,** CG30280, **CG31778, CG30002, lectin-24A, CG43115,** CG43229, **Tequila, CG5390, CG12061,** CG13983, **CG13079,** CG34305, **CG34040, CG30503, CG14629, B-H2,** CG33342, CG43220, Gr64c, **pug, CG3927, Spn88Eb, CG18682,** CG43068, **CG42876, Rfabg, CG18536, CG13607, CG17325,** CG13296, CG42571, CG33958, **CG16836, CG3984, TfIIA-S-2,** Acp26Ab, CG31832, **CG10252, CG10680, CG13360, Rx,** CG10651, CG13245, **CG14523, CG14400,** CG13560, **CG11449, TotF, CG43123, CG42816, HLH4C,** CG14829, **dsx, fat-spondin, TotA, CG14526, Ser7,** CG31021, **CG8745, Nplp2, CG14527,** snoRNA:Psi18S-176, skpE, **CG6333,** CG31245, **CG42754,** vvl, Gr59f, **Cpr49Ae, CG10512,** Ir60a, **CG43103, CR40679, Obp18a,** Or82a, PebII, Gr47a, **CG5171, CG34316, His1:CG33801, CG2736, Fmo-1,** CG31235, **Dll,** CG5863, **CR42653, pncr016:2R, CG10962, CG2254,** CG5157, CG8219, CR40621, **snoRNA:Or-CD11, CG5973,** CG3565, **CG7311, CG11659, dro2,** elav, **CG9616, CG3597,** Gr39b, **CG6129,** CG34453, CG5262, **CG17681, Vha68-3, CG17244** | Response to biotic stimulus, response to chemical stimulus, response to stress, protein localization, cell communication, cell cycle, cell adhesion, cell differentiation, post-embryonic organ development, oxidation-reduction process, oligosaccharide metabolic process, chitin metabolic process, glycerol-3-phosphate metabolic process, cGMP metabolic process, cellular amino acid metabolic process, trehalose biosynthetic process, glucose metabolic process, proteolysis, chitin metabolic process, protein folding, transcription from RNA polymerase II promoterfatty acid biosynthetic process, learning or memory, organ growth, gamete generation, JNK cascade, Notch signaling pathway |
| DF_up | FF_up | CG18417 | Proteolysis |
| DF_up | TF_up | **Pepck, TotA,** TotC, CG17108, **Cyp4d21, Obp83ef,** Lsp1beta, **Npc2h, CG30503, Sodh-1, Men,** CG12256, **Ugt36Bc, CG32667,** CG5493, **CG5527, Cyp28d1, CG14629, fat-spondin,** CG10361, **CR40469,** Lip2, Yp3, **TotM,** Adhr, Adh, CG8550, nec, CG5327, **CG43114,** dro4, CG5428, Hsp70Bc, CG42846, **CG43071,** sPLA2, Galt, CG16762, CG9629, **CG10581,** Npc2g, **GNBP3, CG32191,** CG30083, **CG7079, CG13422,** CG32726, CG16772, CG13965, **CG15096, CG17681,** CG13461, **CG17244, CG3246, CG18302,** CG2145, Iris, **CG8745, pug,** CG6503, **CG2736,** CG4725, **Ela,** CG13308, **Ser7, Glt, CG14823,** Obp99c, CG14528, **Odc1, dar1,** CG9507, CG11594, **CG6415, CG34331,** CG7470, **CG3984, arg,** CG17032, CG5210, CG1544, CG3505, Hn, CG9914, CG31465, **CG6188, CG14400, CG1773, CG3523, CG42369, CG43103, CG11741, Tequila, CG3597, CG7560, CG31183, Rx, CG11659, Vago,** Lsp2, **CG18536,** CG31445, CG16978, Cyp313a1, **CG30431, Cyt-b5-r, CG31326, CG13877, Vha68-3,** CG2854, CG4723, **malpha,** dro5, CG43400, kappaB-Ras, snoRNA:Me28S-U2134b, CG11159, **Nplp2,** CG16756, Tret1-1, CG14439, fusl, **CG10680,** CG15202, **daw, CG16836,** CG15368, **CG14527,** CG9886, **alpha-Est2,** Obp44a, fit, Pfrx, CG13962, CG3999, **CG5840,** CG9928, CG10834, SIP3, **CG14526, CG6129,** btl, **CG3348,** CG42711, Faa, CG16704, IM3, Spat, noe, **Tps1,** Mtp, **Or85b,** CG14945, CG11236, CG18806, CG1648, **CG3239,** CG8586, P5CDh2, CG4000, **His1:CG33801, pyx,** CG32425, **CG3927,** CG43351, BM-40-SPARC, **yellow-f2,** CG31207, **TfIIA-S-2,** pinta, CG7135, **CG8129, CG14523,** CG3775, aralar1, **Fmo-1,** CG8358, desat2, **CG11529,** CG1468, CG16936, in, CG13101, grass, **dsx, Spn88Eb,** CG9505, IM4, **CG18249, CG11459, CG18682,** CG42467, Cyp6w1, **DnaJ-1,** Spn43Ab, Fkbp13, **lectin-24A,** CG30289, disco, Gel, CG43093, **CG13607,** CG15293, nimB2, **CG3213,** CG6435, snmRNA:763, CG5991, **CG34327,** TepII, CG9631, **Gr33a,** CG31150, CG5778, **CG43115,** Cyp309a2, **CG33307, CG14205, CG42305,** CG1461, **CG31778,** CG4927, **CG43317, CG5390,** CG3940, CG9691, Sr-CI, CG16743, CG42741, **Rfabg,** fon, CG32698, **CG4757,** Sgs4, **CG30002, CG15824,** emp, CG11395, Ance-4, Cyp6t1, CG6426, CG14259, CG33493, **CG31664,** CG2233, **Hf, ems,** CG8788, Kaz1-ORFB, CG15203, CG5321, Hex-C, CG34136, Cyp6g1, CG31705, **CG5945,** CG4716, **CG5707,** Pp1alpha-96A, LKR, CG31415, Gr93a, **CG42876,** CG12546, **CG10512,** CG31427, CG4019, CG7786, yellow-f, **pncr016:2R, CG12061,** CG33494, CG4250, CG13841, **CG17325,** CG18107, CG30324, Gpdh, antdh, Tsf1, **mt:ATPase6,** CG32521, psh, CG18067, **CG30281,** CG6495, CG12116, CG11842, Or92a, CR42873, **CheB98a,** nimC3, **CR42653,** AcCoAS, **Tsf3, CG9616, IM14,** CG15661, CG15067, PGRP-SB1, Obp99a, **HLH4C,** Hsp70Ab, **Pgm, CG42370, abd-A, CG5171,** CG1092, tobi, hgo, **CG34316, CG13360, snoRNA:Psi28S-2444,** moody, CG16926, CG10516, CG4847, CG4729, Galk, CG7016, CG14105, CR32194, CG43091, CG8738, CG42556, CG6429, GRHR, **CG13455, Dll,** Yp1, **Spn42Db,** CG15550, nAcRbeta-21C, nimB5, Pk1r, CG31777, CG31769, CG34376, CG12201, CG13794, desat1, Phlpp, CG11951, **CG2254,** CR43160, CG9372, **loopin-1,** UGP, CG18003, CG1791, **Pu,** Cyp4ac2, alpha-Est7, CG3513, **Obp18a, CG42868,** HDAC6, Pdfr, Idgf4, CG2574, CG3534, Hsp70Bbb, CG31313, ppl, CG10031, et, bgm, CG11841, CG12783, CG4721, CG11739, CG12693, **CG32833, CG13079,** CG34011, **CG6333, CG13641,** Tig, CG31693, Sox102F, NtR, **CG10962, CG8449,** CG14932, CG10799, **dro2,** skap, Ugt36Ba, CG5162, CG17928, **CG42816, CG32695,** yellow-e, SPE, CG4335, CR42875, Spn77Ba, snoRNA:Me28S-G1083c, CG17549, CG12140, Spn1, **Gr39a,** CG8654, ATPCL, CG31644, MtnB, MP1, CG6910, CG33932, Ir47a, CG5538, **CG8564,** eIF4E-3, CG14661, CG16712, retm, CG5565, **He,** CG42764, CG1516, **grh,** CG13085, Hsp70Bb, CG43062, CG12703, **Acp36DE, CG7311,** Tret1-2, CG4950, **snRNA:7SK, CG5973, CG15120,** Obp57b, CG6421, Ir20a, CG1139, **CG10252,** CG31741, CR41605, srp, Irc, CG10178, Cyp6a15Psi, CG33120, Sdc, CG4669, CG10700, **CR40679,** Eaat1, CG6115, **ato,** snoRNA:U29:54Eb, Lsd-1, **MtnC,** CG15917, CG2983, TrxT, CG12914, ap, CG4362, l(2)34Fc, **CG4415, snoRNA:Or-CD11, CG9021, TotF, CG43123,** CG5791, CG43255, CG9649, **CG42754,** snoRNA:Me28S-C3420b, CG13833, CG17646, mir-276a, CG30036, mt:CoIII, CG12643, CG31562, Fer2LCH, **CG10073,** CR43305, CG33928, **CG8509, CG30026,** CG12016, CG14567, Rpp20, **Cpr49Ae,** CG33137, sxe2, IM2, CG43092, CG32391, Sp212, spin, TTLL3B, **B-H2,** CG13912, **mir-2a-1,** CG31743, snoRNA:Me28S-C2645c, snRNA:U5:14B | Reproduction, immune system process, response to biotic stimulus, response to chemical stimulus, response to stress, protein localization, cell cycle, cell communication, cellular component movement, programmed cell death, Golgi organization, chromatin modification, extracellular matrix organization, tissue development, cell differentiation, amino sugar metabolic process, macromolecule modification, glucose metabolic process, macromolecule glycosylation, oligosaccharide metabolic process, protein maturation, proteolysis, protein modification process, gluconeogenesis, lipid biosynthetic process, chitin catabolic process, oxidoreduction coenzyme metabolic process, glycerol-3-phosphate metabolic process, acetyl-CoA metabolic process, GTP metabolic process, protein polyglycylation, protein phosphorylation, organic acid metabolic process, cellular amino acid metabolic process, cellular respiration, transcription from RNA polymerase II promoter, trehalose biosynthetic process, sensory perception of smell, multicellular organismal development, ion transport, gamete generation, Toll signaling pathway, |
| IM_down | DM_down | **CG6188,** Cyp4d14, **Damm, CG31809, CG31288,** Cyp6a8, **CG31104, CG9498, CG15199,** CG13658, **CG34236,** Jheh1, CG6733, **CG15043,** CG15422, **CG6839, Eip71CD, CG17224, CG13641,** PGRP-LB, **RpL5, CG5770, Cpr66D, Mal-B2,** CR43310, **CG14933,** GstE5, **CG14022, CG11192, CG11447, CG12766, CG15919, CG10827, CG10910, Hr38, CG42728, bmm, CG11878,** CG10560, **CG30272, maf-S, CG16985, GstD8, CG15282, CG4302,** Ak6, **CG15152,** CG5724, **Dpt,** CG11854, **CG11899, CG14630, kappaTry, Jon66Ci, CG1942,** m1, **l(1)G0230,** dnd, **CG6738,** CG7367, **CG34165, CG13587** | Response to biotic stimulus, response to stress, immune response, membrane invagination, tissue development, small molecule metabolic process, oxidation-reduction process, glycosyl compound metabolic process, lipid metabolic process, proteolysis, glycosaminoglycan catabolic process, RNA methylation, heterocycle metabolic process, organic acid metabolic process, endocytosis, regulation of transcription from RNA polymerase II promoter |
| IM_down | FM_down | **CG31810, CG31809,** CG2065, CG6145, CG4797, CG18404, **Eip71CD, Tsf3, Hr38, TotM, CG14630, CG8129,** CG4752 | Cell differentiation, nervous system development, small molecule metabolic process, oxidation-reduction process, steroid metabolic process, oxidoreduction coenzyme metabolic process, transmembrane transport |
| IM_down | TM_down | **CG6188, CG31810,** Obp99b, **Damm, arg, CG15120, CG31288, CG31104, CG32695, CG9498, CG15199,** CG11911, **Tps1, CG34236,** Ser6, CR14499, CG3106, **CG15043, CG6839,** CG42486, **Tsf3,** CG4259, CG18577, nimB3, CG34166, Ahcy13, **CG17224, CG14823,** CG30090, **RpL5,** CG10157, **CG5770, CG31414, Cpr66D,** RpL38, **Mal-B2,** CG6310, CG34026, RpL15, **CG14933, CG14022,** CG10824, Muc68E, CG33460, CG30285, CG43074, **He, CG11192,** CG14606, **CG11447, Odc1,** CG5189, **CG12766, CG15919, CG10827, CG10910, CG30026, CG42728,** CG34424, CG5921, pirk, Drs, **bmm, CG11878,** CG12224, salt, CG42649, **CG13422, CG30272, Pgm, maf-S, CG16985,** TwdlE, **GstD8, CG15282, CG4302,** CG34456, CecA2, sea, **CG15152,** Spn43Ad, fbp, CG11912, CG13102, **Dpt, CG11899, CG14630,** CG6048, **kappaTry,** CG43236, CG17664, Rel, **pyx,** UK114, **Jon66Ci, CG1942,** CREG, mRpS28, AttB, Nurf-38, CG42397, CG14245, **l(1)G0230, CG13877,** CG4653, RpL21, **CG6738,** CG4572, **Men,** CG32068, **CG34165, CG13587** | Response to chemical stimulus, response to amino acid stimulus, defense response to bacterium, RNA localization, membrane invagination, tissue development, amino sugar metabolic process, amino sugar metabolic process, lipid metabolic process, proteolysis, chitin metabolic process, RNA methylation, carboxylic acid metabolic process, cellular amino acid biosynthetic process, negative regulation of transcription from RNA polymerase II promoter, sphingolipid metabolic process, pyridoxine biosynthetic process, phagocytosis, dsRNA transport, regulation of gene expression, negative regulation of translation, steroid metabolic process |
| FM_down | DM_down | **CG11407, MtnD, CG14630, Eip71CD,** Obp56d, **CG31809,** CG32447, **Hr38** | Response to stimulus, oxidation-reduction process, steroid metabolic process, cell communication, G-protein coupled glutamate receptor signaling pathway, |
| DM_down | TM_down | CG42872, **MtnD, CG31288, CG15282,** GstD2, CG34172, CG2650, **CG9498,** CG32198, CG18538, **CG15043, CG6738, CG34236,** CG10659, **CG12766,** CG34239, **Cpr66D, CG11447,** CG9836, **CG42728, CG4461, Damm, CG15919, MtnC,** Hsp22, dob, CG30080, CG9172, CG3560, **CG6839,** CG14086, CG18636, **CG15199, CG1942,** CG43064, CG15044, CG17221, **CG14630, CG4302,** Ugt37b1, CG42867, CG31781, **CG6188,** PGRP-SB2, iotaTry, **CG14125,** CoVa, CG14401, CG15213, **GstD8,** CG7630, **CG30272, CG31104,** CG1946, **Mal-B2,** Spn31A, CG10664, CG9837, Oseg5, CG9203, Toll-4, CG5703, CG9396, CG15818, **CG34040, CG10073,** Cyp6d5, **Jon66Ci,** CG10163, CG14352, CG11340, **CG13587, CG10924,** CG9921, CG31300, CG33337, Ir85a, CG16732, CG5107, Npc2d, CG1550, **CG31326,** CG8206, CG32185, RabX5, CG34024, Or98a, **ems,** CG3817, CG42713, CG5018, CG3734, **CG8483, Ugt37a1,** CG33109, **CG33307, CG11529,** CR43364, CG33514, **CG11407,** CG14756, GstE4, CG15255, CG15545, spn-D, **CG14022,** CG17574, CG7920, CG16986, CG5910, CG6462, **CG11192,** CG12338, CG17726, CG34243, **CG42369, CG3239, CG7560, CG10910, CG8449,** mre11, CG31454, CG4169, CG7747, CG12780, **CG11878,** CR43242, CG43112, **CG17244,** CG15717, CG12164, CG32444, Cyp9h1, **CG14933, Cyp28d1, l(1)G0230,** pnt, **Dpt,** ZIP1, CG15023, l(1)G0255, **CG42370,** Vm26Ac, **CG5770,** CG42307, CG9903, **CG11449,** mt:ND6, Or24a, **maf-S,** ranshi, **CG15152,** CG9399, **CG16985,** mRpL13, l(2)35Di, **CG10827, CG34165, bmm,** Osi18, lush, Mes4, **CG11899,** Lcp65Ae, Hlc, **RpL5, kappaTry, Cpr49Ag,** CG34045, **snoRNA:Psi28S-2444,** CG12079, Mur11Da, **CG4757,** CG4364, CG30417, CG13041, CG1304, **Oat,** snoRNA:U27:54Eb, CG8317, **Hf, CG5840,** Tom, **CG5945,** l(2)06225, **CG17224, IM14** | Response to chemical stimulus, response to temperature stimulus, locomotory behavior, immune response, response to DNA damage stimulus, cell communication, cell adhesion, ribosome biogenesis, mitochondrial respiratory chain complex I biogenesis, zinc ion homeostasis, developmental process, circadian rhythm, nervous system development, oxidation-reduction process, amino sugar metabolic process, glycosyl compound metabolic process, glucose metabolic process, lipid metabolic process, proteolysis, protein modification process, gluconeogenesis, chitin metabolic process, phosphorylation, methylation, pyridoxine metabolic process, purine ribonucleotide metabolic process, GTP metabolic process, DNA repair, RNA splicing, carboxylic acid metabolic process, cellular amino acid metabolic process, acetyl-CoA metabolic process, regulation of transcription from RNA polymerase II promoter |
| FM_down | TM_down | **CG11407, MtnD, CG14630,** Jhe, CG13177, CG10472, Obp49a, CG6361, CG8834, **Tsf3, CG31810,** CG1140, CG14607, CG18537 | Oxidation-reduction process, glucosamine-containing compound metabolic process, proteolysis, steroid metabolic process, chitin metabolic process |
| IF_down | DF_down | **deltaTry,** CG32237, **Oat, CG42728,** CG14186, CG10405, CG13545, CG13227, CG11131, **Hr38, CG31809,** CG33270, CG5767, **CG14125,** CG33269, Muc55B, CG7715, **Ccp84Ab,** CG7298, GstD4, **CG31690,** GstD5, **CG11825,** CG4830, **CG13148, CG13202, CG14024, CG13026,** Hsp23, CG33271, CG9757, **CadN2,** CG6933, **CG17211, CG33483,** CG13311, **CG14947,** CG14394, CG32603, **CG34371,** CG14374, **Atf-2, CG15269,** CG42729, CG16798, Tango3, **CG15296,** CG43124, **sa,** CG34282, **CG12479, CG15484, CG4577, Pros28.1A,** CG8157, **CG13330, ref2, CG12419, CG15597, dpr11, CG10725,** CG6434, **CG11227,** CG14164, CG4375, **CG17816,** Map205, **dro6, Cha, Rgk3, Lsp1gamma,** CG13618, spok, **CG10694, Acp26Aa** | Response to stress, amino sugar metabolic process, proteolysis, steroid metabolic process, chitin metabolic process, JAK-STAT cascade |
| IF_down | FF_down | Npc2e | Peptidoglycan recognition protein signaling pathway, sterol transport |
| IF_down | TF_down | **deltaTry, Oat,** CG10621, **Hr38,** CG13325, CG13810, SA-2, CG8925, pwn, **Ccp84Ab,** CG1503, **CG31690,** CG43173, **CG11825,** CG5984, **CG13148, CG13202, CG14024,** CG18136, sage, **CG13026,** CG3280, CG12796, croc, **CadN2,** CG34432, trpgamma, CG3123, **CG17211, CG33483, CG14947,** CG10257, **CG34371, Atf-2, CG15269,** Cht2, CG12836, Rpt4R, CG1678, CG6191, Atg8b, **CG15296, sa,** CG12998, CG18179, CG30274, **CG12479, CG15484, CG4577, Pros28.1A,** CG13532, CG32547, CG33128, **CG13330, ref2,** CG13870, **CG12419,** CG13157, **CG15597,** snRNA:U2:14B, **dpr11, CG10725,** CG7953, CG13786, **CG11227,** CG12069, CG13999, CG13244, Sfp24Bb, **CG17816,** CG17140, **dro6,** CG7433, CG33173, Ir75c, CG8910, **Cha, Rgk3, Lsp1gamma,** CG15458, CG18109, CG32071, CG12484, CG12477, **CG10694,** CG33632, **Acp26Aa,** CG15537 | Response to stimulus, cell communication, cell cycle, negative regulation of apoptotic process, membrane invagination, microtubule cytoskeleton organization, regulation of hormone levels, cell morphogenesis, glucosamine-containing compound metabolic process, gene expression, proteolysis, carbohydrate metabolic process, chitin metabolic process, organic acid metabolic process, cellular amino acid metabolic process, phagocytosis, G-protein coupled receptor signaling pathway |
| DF_down | FF_down | **Nach, CG3323, Cad88C,** Vm32E | Sodium ion transport, calcium-dependent cell-cell adhesion, vitelline membrane formation involved in chorion-containing eggshell formation |
| DF_down | TF_down | **deltaTry, Nach, Oat, CG3323, CG13148,** CG42629, CG31262, Scp1, **Hr38,** CG1561, Act79B, Fmrf, Eh, **CG43347,** CG42749, **CG8483, Cad88C,** CG42286, Oli, CG9317, **CG13202,** hdm, **Atf-2,** CG11966, Oct-TyrR, tld, CG31068, **Cha,** Rab26, Hr46, **CadN2,** CG13830, Cpr47Ef, CG33082, PH4alphaNE1, CG5549, **CG4577,** CG12398, CG34347, CG7708, CG32709, Dscam2, **dpr11,** CG43223, ndl, trp, PIP82, CG32259, CG13862, CG6954, **CCHa1r,** nwk, **CG17211,** CG15323, Tehao, Ca-alpha1T, msta, **Ccp84Ab,** Gyc88E, **sa,** Dscam3, CG6441, GstD3, CG12858, CG34252, **CG13330,** wnd, stnB, Rh3, CG2993, CG15029, **Acp26Aa,** dys, CG13287, CG30127, CG18233, CG10362, **beat-IIb,** GstD6, **CG16778, oa2,** CG34357, CG8316, CG8177, stj, CG14047, **Lsp1gamma,** CG9813, **CG15484,** rab3-GEF, CG33465, mGluRA, Ror, CG9992, chp, CG33234, **CG14024,** CG10958, CG5953, CG2053, **Cpr49Ag,** CG41257, Elo68beta, Ilp7, Rim, CG9395, beat-Ic, **CG12479,** synaptogyrin, Tim17b1, snoRNA:Psi28S-2149, CG4641, **CG15269,** sens, **CG15597,** CG18139, Sclp, CG10184, Cpn, Ca-beta, **CG3078, CG31690,** beat-IIa, CG4596, sli, Pkcdelta, Aplip1, CG14054, **dro6, CG11227,** CR42549, CG14591, Eaat2, snoRNA:Psi28S-1837b, inaC, **Pros28.1A, CG33483,** CG14634, **CG17816,** Cpr49Ad, **Rgk3,** CG11052, CG33914, CG33203, hoe2, CG10654, CG11263, CG6123, **CG10725, ref2, CG10694,** CG15473, CG31115, **CG14947,** H2.0, CG13386, CG42640, CG5079, Lar, stnA, NnaD, CG34113, **CG15296,** CG5792, fas, **CG11825,** CG15546, CG42261, ocn, mmd, **CG34371, CG15919,** CG12682, CG15404, CG11426, CG2225, CG13721, CG31140, Pal2, CG18467, CG12119, **CG13026,** Pph13, kek6, CG34400, dec-1, Gbeta76C, CG17780, norpA, salr, CG12115, CG8087, **CG4461,** CG42377, CG11905, CG33791, Sfp78E, **CG12419,** Gas8, sns, Edg91 | Response to stimulus, response to heat, cellular response to light stimulus, cell communication, cell-cell signaling, membrane invagination, positive regulation of cell size, glucosamine-containing compound metabolic process, gene expression, acetate ester metabolic process, proteolysis, protein modification process, carbohydrate biosynthetic process, chitin metabolic process, dephosphorylation, phosphorylation, cGMP metabolic process, DNA and RNA metabolic processes, tricarboxylic acid cycle, acetylcholine biosynthetic process, gravitaxisamino acid transport, phagocytosis, negative regulation of gene expression |
| FF_down | TF_down | CG3906, **Cad88C, Nach, CG3323** | Sodium ion transport, calcium-dependent cell-cell adhesion |

*Notes:* Genes involved in response more than 2 different influences are highlighted in bold. GO functions for gene lists are obtained from online tool g:Profiler (<http://biit.cs.ut.ee/gprofiler/index.cgi>)

IM, DM, TM, FM, IF, DF, TF, FF are abbreviations of irradiation (I), dioxin (D), toluene (T) and formaldehyde (F) treatments for males (M) and females (F), accordingly.

How the deposited data were processed for this re-analysis (not part of the article)

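RNA from males and females was sequenced after irradiation, dioxin, toluene, formaldehyde or no treatment. There were 40 flies per variant in 2 biological replicates, which the methods state were pooled. The authors filtered the reads, aligned them with Novoalign to BDGP release 5, counted them per transcript with coverageBed, and compared each treated group with the untreated control of the same sex in the R package DSS. The 8 tables analysed here are the output of that comparison, cut at a false discovery rate below 0.05. Values per replicate and values of the other transcripts are not in the files analysed here, so the principal components, the process and pathway enrichment and the gene networks of the article were not recomputed.

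The deposited tables hold several units. The mean of each group is in reads that the authors normalized, not in raw counts. The log fold change is the natural log of the ratio of treated to control mean, to each of which the authors had added 0.5. The Wald statistic is a score that the authors computed with DSS, equal to the difference of the means divided by its standard error. The p-value, the false discovery rate and the local false discovery rate were deposited as DSS gave them. The standard error of each difference was derived here from the difference and the Wald statistic. Ratios of means for single genes are plain ratios, and the ranges of fold changes given for families follow from the deposited log fold change.

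The depth of single libraries cannot be seen in the files, so the precision of a value is known only through the standard error of the difference. In all tables, 2 rows without values were left out. Transcripts were matched by FlyBase identifier to the BDGP6 annotation, which gave symbols and positions; per table, from 81.25% to 91.8% were matched, and the others were counted as transcripts but left out of counts by gene. Groups were formed by treatment and sex. The sexes of the toluene tables followed the paper's lists, since the sample titles name the opposite sexes.

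Overlaps of lists were tested by the one-sided Fisher's exact test over 25415 transcripts (24 tests), directions of shared transcripts by the exact binomial test (12 tests within a sex and 3 between the sexes), and the direction of 15 gene families within each list by the two-sided Fisher's exact test (82 tests), each set with Benjamini-Hochberg adjustment. Overlaps counted by genes had all 24254 annotated genes as background, some of which may not have been among the transcripts tested. The deposited p was also adjusted by the Benjamini-Hochberg procedure over 25415 transcripts. Transcripts and genes are not independent replicates, so these tests describe lists and not flies. The comparison of families between females and males (Fisher's exact test, 33 tests), the relation of the changes to the sex ratio of the control groups and the search for male accessory gland and testis genes were added after the tables had been seen. The rule for named genes was fixed beforehand: the genes that the text, legends, Table 2, Table 3 and Table S3 of the paper name, and in each table the genes with the most positive and the most negative Wald statistic, each by its transcript with the smallest FDR. Other genes are named only where a small group is given in full, which was decided after the lists had been seen.

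Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used. The statistics were tested on simulated data, where 99.27% of changed transcripts were recovered with 5.101% null transcripts among those called, and the cut list gave the same number as the full list in 100 simulations. That cut list reached well beyond the transcripts called, so the agreement was bound to occur. It does not cover lists cut earlier, as in irradiated males and formaldehyde-treated females, whose Benjamini-Hochberg counts are minima in both directions. Independent lists gave a p below 0.05 in 4.8% of simulations, fair sets of directions in 3.2% and even families in 3.3%, while planted overlaps were found in 100%, sets bent to one side in 97.5% and planted families in 100%. The alternatives were a false discovery rate below 0.01, the Benjamini-Hochberg adjustment, the local false discovery rate, a mean of at least 10 normalized reads, a change of at least 1.5-fold, genes in place of transcripts or the reverse, the toluene sexes of the sample titles, other definitions of unique genes, centred sex ratios, and other ratios for the genes measured by qPCR.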

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

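Transcripts listed in both sexes after toluene changed in opposite directions in 315 of 376 cases, and after dioxin in 83 of 126; they were flagged because the exact binomial test found a share changed the same way that differed from 50% (16.2%, adjusted p = 6.7e-42, and 34.1%, adjusted p = 0.00046). After irradiation, 11 of 63 changed in opposite directions. Weak evidence in one of the sexes was tested first, for toluene, with a prediction written before the result was seen. Among the 158 transcripts with an unadjusted p below 0.05 in both sexes after toluene, 93.6709% still changed in opposite directions (148). Weak evidence was thus excluded for toluene. After dioxin 59 of 93 such transcripts did (63.4%). At a false discovery rate below 0.01, 43.2% of the dioxin transcripts changed the same way (adjusted p = 0.511 by the exact binomial test). Weak evidence was therefore not excluded for dioxin. RNA of the other sex in the treated samples was tested next, for toluene. It required at least 90% of the 315 transcripts to move toward the control level of the other sex, and 89.2063% did (281). This is so close to that limit, written after the pattern was seen, that such RNA may not be ruled out. Normalization between treated and control libraries could not be tested, as the change of 86.5591% of all transcripts in toluene-treated females is not in the files, a prediction also written after the pattern was seen. The pattern cannot be told apart from an effect of normalization.

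Families were flagged where the exact test between females and males, added after seeing the data, gave an adjusted p below 0.05 over 33 tests. Cytochrome P450 genes were up-regulated in 15 of 15 cases in females and 0 of 6 in males after dioxin (adjusted p = 0.000152034 by Fisher's exact test), and in 16 of 16 and 3 of 18 after toluene (adjusted p = 4.93112e-06 by Fisher's exact test). Of the UDP-glycosyltransferases, 5 of 5 rose in females and 5 of 5 fell in males after dioxin (adjusted p = 0.0436508 by Fisher's exact test). Antimicrobial peptide and recognition genes rose in 16 of 17 cases in females and 0 of 4 in males after dioxin (adjusted p = 0.00551378 by Fisher's exact test), and in 22 of 25 and 0 of 22 after toluene (adjusted p = 6.34243e-09 by Fisher's exact test). Respiratory chain genes rose in 7 of 7 cases in females and fell in 38 of 38 in males after dioxin (adjusted p = 3.63599e-07 by Fisher's exact test). No gene was on both lists, so this test compared different genes of the family. The 7 in females were ATPsynCF6L, ATPsynepsilonL, COX4L, COX6CL, Cyt-c1L, SdhAL and mt:CoIII, while the 38 in males included COX4 and Cyt-c1. It does not show that the same genes moved in opposite directions. Of the 7 in females, 4 had an unadjusted p above 0.05 and 3 had both means below 10 normalized reads. The tests between the sexes do not take into account that the lists differ as a whole in their share of up-regulated transcripts. That share was 69.9% in females and 48.9% in males after dioxin, and 42.6% and 30.2% after toluene. Weak evidence was excluded for the antimicrobial genes after toluene, with the prediction written beforehand: with an unadjusted p below 0.05 required, 16 rose and 1 fell in females and 21 fell in males (p = 7.64389e-10 by Fisher's exact test). A difference between the vials of flies, a prediction written afterwards, could not be tested, since the 2 biological replicates per group have no values of their own. A response that differs between the sexes cannot be told apart from a difference between vials.

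Male accessory gland and testis genes, which the paper does not discuss in females, were flagged as a signal in female tables above the control females: 9 of 11 listed genes were higher after irradiation, 6 of 11 after dioxin and 12 of 20 after toluene. The explanations for these genes were written after the lists had been seen. Low read numbers remain: both means were below 10 normalized reads in 38 of the 42 listings (90.4762%), and the highest mean was 30.4. Male RNA or reads in the female samples could not be decided, because only 7 of the listings, of 5 genes, have a control male mean in the files; in those the female mean was between 0.00128% and 0.957% of the male mean. No biological explanation was tested.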

How the results depend on the processing

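The alternatives were set before the processed files arrived, except for the requirement of an unadjusted p below 0.05 in both sexes and the centred sex ratios, which were chosen after seeing the data. Of 129 results, 82 were unchanged under every alternative, and 99 of 357 alternative rows changed. Unchanged throughout were 20 of the 24 overlaps between treatments, 9 of the 12 directions of shared transcripts, 23 of the 35 family results, 15 of the 16 ratios of the genes measured by qPCR, and all 9 medians that compare sex and treatment, each of which stayed within 1.5 times of its value. None of the 16 counts of transcripts was unchanged. A minimum of 10 mean normalized reads changed no count, overlap between treatments or median of sex and treatment beyond its limit. It was not applied to families, unique genes or the comparison of the sexes. Medians over the transcripts of a gene moved no ratio of the genes measured by qPCR beyond its limit. Centred sex ratios moved no median by more than 1.5 times but changed an order: after irradiation the sex difference went from 0.892 to 0.690, below the effect of 0.773 in males, and the share of transcripts in which sex was larger than both effects went from 54.0% to 38.1%.

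The stricter false discovery rate keeps only the strongest entries of each list. Up-regulated counts became 67 for irradiation males, 295 for irradiation females, 195 for dioxin males, 860 for dioxin females, 163 for toluene males, 829 for toluene females and 1 for formaldehyde females, and down-regulated counts became 145 for irradiation males, 235 for irradiation females, 240 for dioxin males, 248 for dioxin females, 583 for toluene males, 1115 for toluene females, 32 for formaldehyde males and 5 for formaldehyde females. The shortest overlaps were lost with it: toluene and formaldehyde shared 1 up-regulated transcript in males and 1 down-regulated transcript in females, and in females the overlaps of up-regulated transcripts of dioxin with formaldehyde and of down-regulated transcripts of irradiation with formaldehyde went to 0 and 0, now below the number expected by chance. The shares changed the same way by dioxin and formaldehyde and by toluene and formaldehyde in females stayed at 100% and 100% on too few transcripts to differ from 50%. In both sexes, 2 transcripts were up-regulated by irradiation, now on the other side of the chance number, 10 were down-regulated by dioxin, now past the threshold, and 43.2% of those listed after dioxin changed the same way, no longer different from 50%. Genes unique to a treatment were 1 up and 3 down for irradiation, 2 up for dioxin, and 2 up and 4 down for toluene. Among families, the share of genes up-regulated was 0% of the Jonah and trypsin proteases in irradiated females and 0% of the phototransduction genes in toluene-treated females, both now past the threshold. It moved to the other side of the other genes' share for eggshell genes (33.3%) and respiratory chain genes (100%) in toluene-treated females and for the proteases in toluene-treated males (22.2%).

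The Benjamini-Hochberg adjustment takes the deposited p at its face value over 25415 transcripts, whereas the deposited false discovery rate was below the p itself in 77.1% of entries. It left up-regulated 49 for irradiation females, 44 for dioxin males, 137 for dioxin females, 212 for toluene males, 52 for toluene females and 2 for formaldehyde males, and down-regulated 61 for irradiation females, 30 for dioxin males, 45 for dioxin females, 180 for toluene males, 18 for toluene females and 12 for formaldehyde males. The local false discovery rate judges each transcript by itself and not the list above it. With it, up-regulated counts were 58 for irradiation males, 344 for irradiation females, 193 for dioxin males, 107 for toluene males, 704 for toluene females, 2 for formaldehyde males and 1 for formaldehyde females, and down-regulated counts 210 for irradiation males, 226 for irradiation females, 303 for dioxin males, 198 for dioxin females and 5 for formaldehyde females. A minimum change of 1.5-fold removes small changes of abundant transcripts and gave up-regulated 261 for dioxin males, 918 for dioxin females, 263 for toluene males and 935 for toluene females, and down-regulated 249 for dioxin males, 293 for dioxin females, 386 for toluene males and 826 for toluene females.

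Counting genes once joins the transcripts of a gene and leaves out transcripts without a match. Up-regulated counts became 112 for irradiation males, 252 for dioxin males, 952 for dioxin females, 225 for toluene males, 929 for toluene females and 4 for formaldehyde males, and down-regulated counts 393 for dioxin females, 1061 for toluene females and 7 for formaldehyde females. Dioxin and formaldehyde then changed 75% of shared genes the same way in males and 100% in females, and toluene and formaldehyde 100% in females, none of them past the threshold. Genes up-regulated in both sexes were 4 for irradiation, 15 for dioxin and 14 for toluene, and genes down-regulated in both sexes by toluene were 37, all now above the number expected by chance but not past the threshold. The 18 genes down-regulated by dioxin in both sexes were past it. The background for genes was the whole annotation, 24254 genes, and a smaller one would raise the expected numbers. Counting transcripts in families gives weight to genes with many transcripts. It took to the other side the glutathione S-transferases of toluene-treated females (55.6% up), and past the threshold the Turandot genes (100% up) and phototransduction genes (5%) of toluene-treated females, the phototransduction genes of dioxin-treated females (22.2%), and, with 0% up in each case, the antimicrobial genes of irradiated and toluene-treated males, the ribosomal protein genes of irradiated males and the respiratory chain genes of toluene-treated males.

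With the toluene sexes of the sample titles, the counts for males would be 1456 up and 1960 down, and for females 417 and 966. When genes were called unique if no other treatment listed them in the same direction, toluene had 8 up-regulated genes. Requiring an unadjusted p below 0.05 in both sexes left 0 up-regulated and 3 down-regulated genes for toluene. The single other changed row was the ratio of CG34447 in toluene-treated females, 2.66 after 1 normalized read was added to both means, since its control mean was 0.0633.

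The replicate block was not run because the files hold no values per replicate; for the same reason no replicate was left out in turn and no other split of the samples was made. Formaldehyde lists gave no unique genes under any setting. Depth limits the transcripts with both means below 10 normalized reads, 678 of 3416 after toluene in females, for which a difference of a few reads decides the fold change.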

Differences from the paper's values

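For the numbers of transcripts, 4 of the 16 in the paper's text differed from the deposited tables by more than 1.5 times. For transcripts up-regulated by irradiation in males the paper gives 122 and the table holds 201; genes counted once (112) closed the gap, while a false discovery rate below 0.01 (67), the Benjamini-Hochberg adjustment (201), the local false discovery rate (58), a mean of at least 10 normalized reads (201) and a change of at least 1.5-fold (201) did not. For transcripts up-regulated by dioxin in males the paper gives 289 and the table holds 524; genes counted once (252), a change of at least 1.5-fold (261), a false discovery rate below 0.01 (195) and the local false discovery rate (193) closed the gap, and the Benjamini-Hochberg adjustment (44) and a mean of at least 10 normalized reads (506) did not. For transcripts up-regulated by toluene in males the paper gives 257 and the table holds 417; genes counted once (225), a change of at least 1.5-fold (263) and the Benjamini-Hochberg adjustment (212) closed the gap, and a false discovery rate below 0.01 (163), the local false discovery rate (107), a mean of at least 10 normalized reads (408) and the sexes of the sample titles (1456) did not. For transcripts down-regulated by toluene in females the paper gives 1188 and the table holds 1960; genes counted once (1061), a false discovery rate below 0.01 (1115), the local false discovery rate (1408), a mean of at least 10 normalized reads (1641), a change of at least 1.5-fold (826) and the sexes of the sample titles (966) closed the gap, and the Benjamini-Hochberg adjustment (18) did not. Of the alternatives, only genes counted once lay within 1.5 times of the paper for all 16 numbers, and never above it. The paper may therefore have counted genes. With the sexes of the sample titles the other toluene numbers differed, for example 1456 against 257 up-regulated in males.

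Of the 16 relative mRNA levels, 5 differed. The paper's error is the range that Table 3 prints, named neither an SD nor an SEM. For ttk the paper gives 1.2 in irradiated males and 2 in irradiated females, and the ratios of mean normalized reads were 2.06 and 1.31. After dioxin in males the paper gives 2.2 for ana and 2.6 for CG16727, and the ratios were 1.41 and 1.32. Neither the median over all listed transcripts nor the addition of 1 normalized read closed these gaps. For CG34447 in toluene-treated females the paper gives 2.4 and the ratio was 28.9. Its control mean of 0.0633 is the lowest of the list, shared by 189 transcripts, so that ratio rests on a floor value. With 1 normalized read added to both means the ratio was 2.66, which closed the gap. The median over all listed transcripts (28.9) did not.

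Of the 24 overlaps in Fig. 2, read by eye, 11 differed. In males, the up-regulated transcripts shared by dioxin and toluene were about 91 in the paper's Fig. 2, read by eye, and 146 in the tables, those shared by dioxin and irradiation about 53 in Fig. 2, read by eye, and 87, and those shared by toluene and irradiation about 48 in Fig. 2, read by eye, and 75. Genes counted once (75, 47 and 45) closed these gaps, and a false discovery rate below 0.01 (54, 28 and 22) and a mean of at least 10 normalized reads (141, 85 and 75) did not. The down-regulated transcripts shared by dioxin and toluene in females were about 200 in the paper's Fig. 2, read by eye, and 313 in the tables; genes counted once (176) and a mean of at least 10 normalized reads (275) closed the gap, and a false discovery rate below 0.01 (122) did not. For up-regulated transcripts of dioxin and formaldehyde in males, about 3 in the paper's Fig. 2, read by eye, stood against 6, and genes counted once (2) and a false discovery rate below 0.01 (4) closed the gap but a mean of at least 10 normalized reads (6) did not.

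For 6 further overlaps with formaldehyde none of the alternatives closed the gap. In males, the paper's Fig. 2, read by eye, shows about 2 up-regulated for toluene and formaldehyde, against 5 in the tables, and about 1 for irradiation and formaldehyde, against 0. In females, it shows about 1 up-regulated for toluene and formaldehyde, against 0, about 2 for dioxin and formaldehyde, against 1, about 1 for irradiation and formaldehyde, against 0, and about 2 down-regulated for irradiation and formaldehyde, against 1.

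The paper states that ttk did not rise in irradiated males by qPCR; in the tables it rose 2.06-fold. It calls qPCR and sequencing concordant. All 16 sequencing ratios were above 1, while the rank correlation across the 16 measurements was -0.001 and 7 ratios lay within the paper's ranges. Its text mentions formaldehyde among the treatments with unique genes, but Table 2 names none for it. The tables also gave 0 up-regulated and 0 down-regulated. Of the 47 entries of Table 2, 43 were listed in both sexes in the stated direction; CG11891 and CG14082 were on no list under these symbols, CG14538 had no entry in the annotation, and Dop2R was listed in females only. Npc2c and Cad88C, which the paper gives as lowered by formaldehyde in females, were not found by symbol on that list. The paper gives circadian rhythms as raised by toluene in males. None of the clock genes searched by symbol was listed there, but the paper's process may hold other genes, so this search does not test it. The paper states that the sexes converged, by process. By transcript, 315 of the 376 listed in both sexes after toluene and 83 of the 126 after dioxin changed in opposite directions. After irradiation, in contrast, 52 of 63 changed the same way. Of the genes that Table S3 names, the tables of the same group listed 0 of 3 for irradiated males, 1 of 13 with a current symbol for irradiated females, 1 of 2 for dioxin males, 0 of 7 with a current symbol for formaldehyde males and 0 of 6 for formaldehyde females.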

Other observations

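The sample titles and the paper's lists give opposite sexes to the toluene tables. A mislabelled sample title was tested by the control means, with the prediction written after the conflict was seen: the longer toluene table shares 1059 transcripts with the table of dioxin-treated females, and the control means are identical in all 1059. In males the control means of the tables differ by a constant factor, for example 1.45 between irradiation and dioxin. The titles of the toluene samples may therefore be exchanged.

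In treated females, transcripts that were higher in control males tended to rise. The rank correlation of the log fold change with the male to female ratio of control means was 0.643 after dioxin, 0.550 after toluene and 0.370 after irradiation in females, and -0.242, -0.252 and -0.375 in males, where formaldehyde gave -0.579 over 34 transcripts. Of 143 transcripts at least 4 times higher in control males, 136 rose after dioxin in females. The control mean enters both measures, which by itself gives such signs in both sexes. With the ratio taken from toluene-treated flies, a prediction written beforehand, the correlation after dioxin in females was 0.125774. It was 0.656383 with the control ratio over the same 238 transcripts. In dioxin-treated males the sign turned, from -0.321 to 0.290. Toluene-treated females changed much as dioxin-treated ones did (Pearson correlation 0.929), so their means carry the response itself. The correlation had to fall whatever the cause, and this test cannot decide for the shared control mean. For male RNA in the female samples, with a prediction written afterwards, the median gain in females as a share of the control male mean was 46.9309 times larger for the 189 transcripts 1 to 4 times higher in males (37.6%) than for the 9 at least 100 times higher (0.802%). The first share is large in part because only changed transcripts are listed, and the second rests on 9 transcripts, so a small amount of male RNA cannot be excluded by this test. Normalization could not be tested, as the change of 91.4893% of transcripts in dioxin-treated females is not in the files (written afterwards). No biological explanation was tested, and the pattern cannot be told apart from the shared control mean, from normalization or from a small amount of male RNA.

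Transcripts with an unadjusted p above 0.05 made up 2724 of the 9608 entries. A false discovery rate based on a null distribution fitted to each table was predicted beforehand to follow the rank of the p with a correlation of at least 0.99 in every list. The lowest was 0.96939, in the list of 12 transcripts lowered by formaldehyde in females, and that of the 9 raised in males was 0.987, so the limit was missed in these short lists only; the other 13 of the 15 lists were at 0.99 or above. A false discovery rate of another kind would follow the rank of the p as well, so this test neither excludes the explanation nor speaks for it, and no other was tested.

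The shortest lists were those of formaldehyde. A larger spread in the formaldehyde groups was tested by the standard error, with the prediction written afterwards: the median ratio to that of toluene was 1.2401 over 27 shared transcripts in males, larger but below the 2 times set as enough. In males the ratio was also above 1 against dioxin (1.21 over 20 transcripts) and irradiation (1.15 over 24). In females, whose list is the shortest, it was 1.17 against dioxin over 7 transcripts and 0.568 against toluene over 6, with a larger error for formaldehyde in 2 of the 6. The explanation remains undecided in males, and in females the rows go both ways on few transcripts.

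The dioxin and toluene lists shared transcripts changed the same way. For a deviating control group, with a prediction written afterwards, 0.475285% of the 1052 such transcripts in females were also on the formaldehyde list. That list holds 16 transcripts, so the share was bound to be small, and this test cannot exclude a deviating control; on the irradiation list, which has the same control, were 225 of the 1052 (21.4%). Toluene as the solvent of dioxin was predicted beforehand to leave less than 10% of shared transcripts in females differing by 1.5 times or more. The share was 9.25401%. Only transcripts on both lists entered, with median absolute log fold changes of 0.535 and 0.521, so a small share was likely in any case. This test therefore cannot decide, and an effect of the solvent cannot be told apart from one of the shared control. No group received dioxin without toluene.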
